# Restoration of normal embryogenesis by mitochondrial supplementation in pig oocytes exhibiting mitochondrial DNA deficiency

**DOI:** 10.1038/srep23229

**Published:** 2016-03-18

**Authors:** Gael L. M. Cagnone, Te-Sha Tsai, Yogeshwar Makanji, Pamela Matthews, Jodee Gould, Michael S. Bonkowski, Kirstin D. Elgass, Ashley S. A. Wong, Lindsay E. Wu, Matthew McKenzie, David A. Sinclair, Justin C. St. John

## Abstract

An increasing number of women fail to achieve pregnancy due to either failed fertilization or embryo arrest during preimplantation development. This often results from decreased oocyte quality. Indeed, reduced mitochondrial DNA copy number (mitochondrial DNA deficiency) may disrupt oocyte quality in some women. To overcome mitochondrial DNA deficiency, whilst maintaining genetic identity, we supplemented pig oocytes selected for mitochondrial DNA deficiency, reduced cytoplasmic maturation and lower developmental competence, with autologous populations of mitochondrial isolate at fertilization. Supplementation increased development to blastocyst, the final stage of preimplantation development, and promoted mitochondrial DNA replication prior to embryonic genome activation in mitochondrial DNA deficient oocytes but not in oocytes with normal levels of mitochondrial DNA. Blastocysts exhibited transcriptome profiles more closely resembling those of blastocysts from developmentally competent oocytes. Furthermore, mitochondrial supplementation reduced gene expression patterns associated with metabolic disorders that were identified in blastocysts from mitochondrial DNA deficient oocytes. These results demonstrate the importance of the oocyte’s mitochondrial DNA investment in fertilization outcome and subsequent embryo development to mitochondrial DNA deficient oocytes.

Mitochondrial DNA (mtDNA) is a double-stranded circular genome that is approximately 16.6 kb in size and is located in the mitochondrial matrix^1^. It encodes 13 of the 80+ subunits of the electron transfer chain (ETC), which generates the vast majority of cellular ATP through oxidative phosphorylation (OXPHOS)^2^,^3^. The remaining OXPHOS subunits are encoded by the chromosomal genome. The mitochondrial genome also encodes 22 tRNAs and 2 rRNAs and has one non-coding region, the D-Loop, which is the site of interaction for the nuclear-encoded transcription and replication factors that translocate to the mitochondrion to first drive mtDNA transcription then replication^4^. Cells possess multiple copies of mtDNA, which are inherited from the population present in the oocyte at fertilization and passed from generation to generation through the female germline^5^.

There are a number of mtDNA disorders^6^, which include mtDNA deficiency syndromes that manifest in somatic tissues and organs and primarily affect cells that are highly dependent on OXPHOS for the generation of ATP^6^. Maturing mammalian oocytes and developing embryos are not highly dependent on OXPHOS. Their mitochondria are structurally and functionally quiescent, and they likely derive most of their energy through alternative pathways, such as the adenosine salvage pathway^7^. They are also involved in a number of cellular functions including the sequestration and release of intracellular calcium. Furthermore, women harboring severe mtDNA mutations retain the capacity to be fertile^8^ hence the persistence of mild and severe forms of mtDNA disease^6^.

Whilst experimental reduction of mtDNA copy number does not impair preimplantation embryo development in mice^9^, mtDNA depletion during pig oocyte *in vitro* maturation results in fertilisation failure or arrest during preimplantation development^10^. In addition, mtDNA deficiency appears to affect maturing pig oocytes resulting in their failure to complete nuclear and cytoplasmic maturation, which renders them developmentally incompetent^10^,^11^. Furthermore, human oocytes with low mtDNA copy number frequently fail to fertilise or arrest during preimplantation development^12^,^13^,^14^,^15^,^16^,^17^. To this extent, the amount of mtDNA present in the oocyte at fertilisation is likely to be an investment in subsequent developmental events. For example, during pig oocyte maturation, replication of mtDNA establishes a minimum investment of ~120 000 copies in oocytes that have the capacity to be fertilised^10^,^11^,^18^,^19^,^20^. This investment ensures that sufficient mtDNA is available during organogenesis so that each mature cell type has sufficient mtDNA copy number to meet its required metabolic demands, in a cell specific manner. This investment is important, as there is one brief mtDNA replication event that occurs between fertilisation and the 2-cell stage. However, mtDNA replication does not then occur during preimplantation development until the blastocyst stage, and then not again in embryonic cells until post-gastrulation^10^,^18^,^19^,^20^,^21^.

Supplementing oocytes with mitochondria is a strategy to overcome mtDNA deficiency and enhance developmental competence. Indeed, supplementation of mtDNA deficient oocytes with autologous populations of mitochondrial isolate can enhance fertilisation outcome, reinforcing the relationship between mtDNA copy number and oocyte development^11^. Moreover, autologous supplementation would prevent the transmission of two populations of mtDNA, known as heteroplasmy, that arose following the transfer of donor cytoplasm into oocytes of women with repeated embryonic development failure^22^ and led to the associated developmental disorders that impact on offspring health and survival^23^,^24^.

Oocytes can be selected by staining with Brilliant Cresyl Blue (BCB), a non-toxic dye that is reduced to a colorless compound by glucose-6-phosphate dehydrogenase (G6PD)^25^. As G6PD shows progressive down-regulation during oocyte growth, developmentally competent oocytes stain blue (BCB^+^ ) whilst developmentally incompetent oocytes are colorless (BCB^−^)^25^. To this extent, BCB staining has been used in various mammalian species to assess developmental competence^25^,^26^. In addition, pig BCB^+^ oocytes contain significantly higher levels of mtDNA copy number than BCB^−^ oocytes, as part of their differential competence to fertilise^10^,^11^. Indeed, the pig is an excellent model of oocyte and embryo development as these are very similar to that of the human^27^,^28^. In addition, mtDNA replication and reduction events have been mapped in porcine oocytes and embryos^10^,^11^, which are very similar to human oocytes and embryos^10^,^11^,^14^.

By supplementing BCB^−^ oocytes with autologous populations of mitochondrial isolate, we can rescue a significant proportion of oocytes, which enables them to progress to blastocyst. The impact is immediate with 2-cell stage embryos possessing enhanced levels of mtDNA. By enhancing BCB^−^ oocytes with mtDNA, gene expression patterns in blastocysts are more similar to embryos originating from developmentally competent rather than developmentally incompetent oocytes.

## Results

### Nuclear and cytoplasmic maturation in BCB^+^ and BCB^−^ oocytes

In an ovary, typically 38.7% ± 2.1 (mean ± SEM) oocytes stain negatively for BCB (BCB^−^). To validate the use of BCB staining as a differential marker of oocyte maturation for oocytes that had not been synchronised to the S-phase of the cell cycle^10^ (Supplementary Fig. 1), aspirated BCB^+^ and BCB^−^ oocytes were assessed for Metaphase II (MII; polar body extrusion) after 44 hr of *in vitro* maturation (IVM). Significantly more BCB^+^ oocytes (51.4%) developed to MII than BCB^−^ oocytes (20.3%; P < 0.0001; Supplementary Table 1), whilst lysis was higher in the BCB^−^ population (51.2%; P < 0.0001) (Supplementary Table 1).

Real-time PCR was performed on individual *in vitro* matured BCB^+^ and BCB^−^ oocytes at 0, 22 and 44 hr post-isolation from ovaries. BCB^+^ oocytes had high copy number at 0 hr, which decreased significantly at 22 hr (P < 0.01) and returned to higher levels at 44 hr (Fig. 1a). This was the case for oocytes that reached and failed to reach MII. BCB^−^ oocytes behaved in the opposite manner with lower copy number at 0 hr followed by an increase at 22 hr and a return to far lower levels at 44 hr (Fig. 1b), demonstrating their incapacity to mediate nucleo-cytoplasmic interactions. The few BCB^−^ oocytes reaching MII had lower mtDNA copy number than immature oocytes at 44 hr. A direct comparison of MII BCB^+^ and BCB^−^ oocytes at 44 hr showed that BCB^−^ oocytes had significantly fewer copies of mtDNA (P < 0.01; Fig. 1c).

Furthermore, mitochondria isolated from BCB^+^ oocytes exhibited lower respiration rates than mitochondria from BCB^−^ oocytes when stimulated with succinate and ADP, but higher respiratory capacity when uncoupled with FCCP (Supplementary Fig. 2). BCB^+^ mitochondria were also in a more quiescent state than their BCB^−^ counterparts. In addition, there were distinct profiles for the distribution and clustering of mitochondria in BCB^+^ and BCB^−^ oocytes following staining with MitoTracker Deep Red (Supplementary Fig. 3). When cluster area, perimeter and circularity were chosen as parameters for characterization, there were significant differences between cluster area and perimeter for the two populations of oocytes.

### Supplementation of BCB^−^ oocytes with isolated mitochondria

Using cohorts of MII BCB^+^ and BCB^−^ oocytes, we generated a series of blastocyst stage embryos through *in vitro* fertilisation (IVF), intracytoplasmic sperm injection (ICSI) and mitochondrial supplementation in combination with ICSI (mICSI) (Table 1). We generated a mitochondrial isolate from 5 to 10 BCB^+^ metaphase II oocytes for each ovary pair. The number of mtDNA copies delivered to each oocyte at 44 hr of IVM was 787.5 ± 409.3 with 44 hr deemed the most appropriate time as BCB^−^ oocytes showed large fluctuations in mtDNA copy number during the first 18 to 28 hr of IVM when compared to BCB^+^ oocytes (Supplementary Fig. 4). Indeed, supplemented mitochondria were tightly compact at 0 to 1 hr post-insemination and maintained their viability (Fig. 2a). At 24 hr, they were still present and viable within the cytoplasm and were beginning to exhibit less of a clustered feature (Fig. 2a). This was corroborated by transmission electron microscopy where quiescent mitochondrial morphology and dense organelles with translucent cristae were observed (Fig. 2b). We did find some mitochondria with more defined and possibly more biologically active cristae in the BCB^−^ mISCI group at 1 hr post injection, but these mitochondria where no longer detectable at 24 hr.

BCB^+^ oocytes inseminated by ICSI had the highest fertilisation rates (77.7%), as did BCB^−^ oocytes, compared with IVF (59.9% vs 38.1%; Table 1). Blastocyst rates were not significantly different following insemination by IVF, ICSI and mICSI for the BCB^+^ group. For the BCB^−^ group, mICSI led to significantly higher blastocyst rates (31.5%) compared with IVF (7.6%; P < 0.05) and improved blastocyst rates compared with ICSI (23.9%). Blastocyst rates for BCB^−^ oocytes inseminated by mICSI were very similar to BCB^+^ blastocysts generated by ICSI and mICSI. Furthermore, BCB^−^ mICSI-derived blastocysts had well-defined blastomeres with higher cell numbers (n = 51) than BCB^+^ ICSI-derived blastocysts (n = 33; Fig. 2c,d).

### MtDNA replication during preimplantation development

To determine whether mtDNA was differentially replicated during preimplantation development following each treatment, copy number was assessed from the 2-cell to the blastocyst stage. Although there was a slight turnover at the 4-cell stage in BCB^+^ IVF generated embryos, copy number decreased during preimplantation development (Fig. 3a, P < 0.001) until a significant increase at the expanded blastocyst stage (Fig. 3a, P < 0.05). In BCB^+^ ICSI generated embryos, mtDNA copy number decreased at the 2-and 4-cell stages with significant expansion at the morula (Fig. 3b; P < 0.05) and expanded blastocyst stages (P < 0.01). For BCB^+^ oocytes, there was a significant turnover of mtDNA copy number at the 4-cell stage after IVF but not ICSI (Fig. 3e; P < 0.05). At later stages (Fig. 3e), there was significantly higher copy number in ICSI-generated compacting morulae than from IVF (P < 0.001). The profile for the ICSI-derived BCB^−^ embryos was very different to the IVF- and ICSI generated BCB^+^ embryos (*cf.* Fig. 3a–c,e).

BCB^−^ mICSI-generated embryos also exhibited very different profiles (Fig. 3d). Supplementation led to significantly higher mtDNA copy number at the 2-cell stage compared to ICSI (p < 0.01; Fig. 3d,e). This represented a 4.4-fold increase (Table 2), whilst ICSI-generated 2 cell embryos retained only 27.8% (BCB^+^ ) and 50.1% (BCB^−^) of their initial mtDNA copy number. Likewise, there were significant differences in mICSI 8-cell embryos compared to the other treatments (Fig. 3e). For day 7 expanded blastocysts, mtDNA copy number was > 200,000 copies following each treatment (Fig. 3e). For mICSI BCB^−^ blastocysts, this represented a 4.8-fold increase from the MII oocyte stage (Table 2) whilst for BCB^+^ blastocysts generated through IVF and ICSI, the increases were 1.7-fold and 1.8-fold, respectively.

### Global analysis of differential gene expression

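The arrays hold the RNA of 11 single pig blastocysts, 1 blastocyst per array. Of these, 4 came from BCB+ oocytes fertilised by intracytoplasmic sperm injection (ICSI BCB+), 3 from BCB- oocytes fertilised in the same way (ICSI BCB-), and 4 from BCB- oocytes that received isolated mitochondria with the sperm (mICSI BCB-). A free-text field of the sample labels describes the oocytes of the mICSI group as BCB+, whereas every other field and the paper give BCB-, which was used here. Spike-in RNA was added to each blastocyst at extraction, the RNA was amplified by 2 rounds of in vitro transcription, and the amplified RNA was labelled with 1 dye and hybridised to a porcine array with 43795 non-control probes. The authors deposited the output of Agilent's Feature Extraction software, in which each probe has a processed signal, an intensity after background subtraction that has not been normalised between arrays, and a flag for signals well above background. The arrays lay on 3 slides. Slide 1 held ICSI BCB+ replicates 1 and 2 and mICSI BCB- replicates 1 and 2, slide 2 held ICSI BCB+ replicates 3 and 4 and ICSI BCB- replicates 1 and 2, and slide 3 held ICSI BCB- replicate 3 and mICSI BCB- replicates 3 and 4. Each pair of groups was therefore hybridised side by side on 1 slide only. By the scan stamps, slide 2 was scanned apart from slides 1 and 3. All mICSI BCB- arrays thus share a scan, while both ICSI groups are divided between the scans. Scan cannot be told apart from slide 2, and slide as a block takes in the scan. The 75th percentile of the processed signal had a median of 510 (range 373 to 553) on the ICSI BCB+ arrays, 879 (range 471 to 1138) on the ICSI BCB- arrays and 411 (range 243 to 572) on the mICSI BCB- arrays. Probes well above background made up 69.2% ± 1.05 (SD, n = 4) of the probes in the ICSI BCB+ group, 70.9% ± 1.54 (SD, n = 3) in the ICSI BCB- group and 64.9% ± 4.65 (SD, n = 4) in the mICSI BCB- group. The signals were quantile normalised between the arrays, set to at least 1 and converted to log2, and probes were tested with limma over all 3 groups, which share 1 estimate of the spread between blastocysts. The number of arrays limits the precision.

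**Figure D1:**
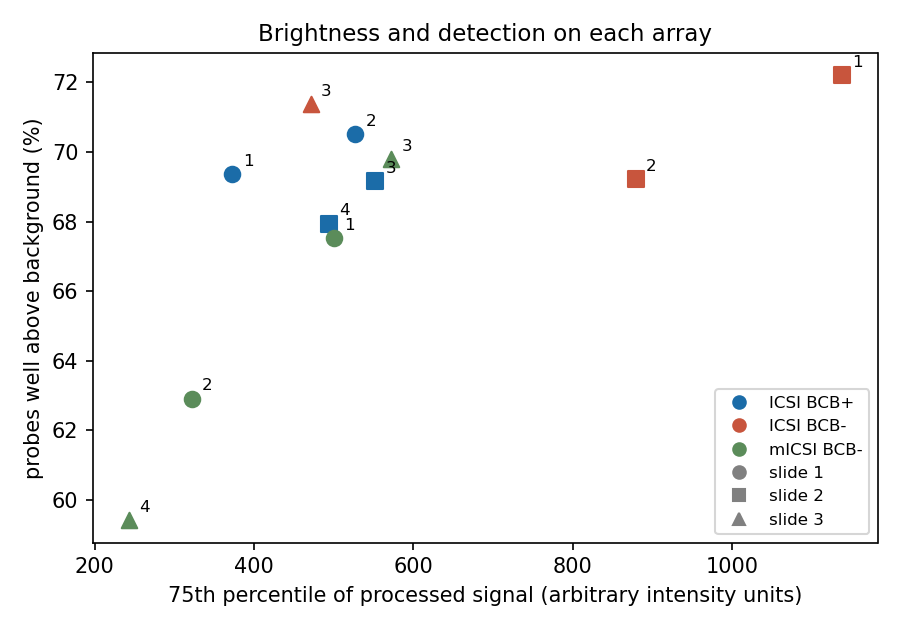
Brightness and detection on the 11 arrays. Each point is 1 blastocyst, with the 75th percentile of its processed signal in arbitrary intensity units on the horizontal axis and the percentage of probes well above background on the vertical axis; colour gives the group, shape gives the slide and the number gives the replicate. The brightest array is ICSI BCB- replicate 1 at 1138, and mICSI BCB- replicate 4 is the dimmest at 243, with 59.4% of probes well above background.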

To determine if mitochondrial transplantation modulated gene expression patterns in BCB^−^-derived blastocysts, global gene expression analysis was performed on single blastocysts generated from ICSI-BCB^+^ (n = 4), ICSI-BCB^−^ (n = 3) and mICSI-BCB^−^ (n = 4) oocytes. Using a linear RNA amplification protocol (Supplementary Fig. 5) and a global genome microarray, we assessed the expression of 28,944 probes across the different groups (Quantile normalisation, 20–100^th^ percentile and detection flag filters). 

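After 42 probes with an outlier flag on any array were left out, 43753 probes remained. A probe was kept where it was at or above the 20th percentile of an array's signals and well above background in at least 3 of the 11 arrays, counted without regard to group, which left 33149 probes. Requiring the same in every array of at least 1 group left 28877 probes, in any 1 array 37503 and in all 11 arrays 22315. No spot was saturated. The files list each probe by an ID and do not pair it with a gene name, so the counts that follow are counts of probes.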

Principal component analysis (PCA) demonstrated the clustering of replicates to their respective groups, except for one mICSI-BCB^−^ blastocyst outlier (Fig. 4a). 

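The first 3 principal components of the normalised log2 signals held 16.5%, 13.9% and 12.0% of the variance. On the first component, mICSI BCB- replicate 4 had a score of 218 and the other mICSI arrays had scores between -40.2 and 49.1. On component 2, the ICSI BCB+ arrays had scores from -3.84 to 185 and all BCB- arrays lay lower, between -70.2 and -20.2. The ICSI BCB- and mICSI BCB- arrays overlapped on component 2, and all groups overlapped on components 1 and 3. Over all kept probes, the mean Pearson correlation was 0.884 for the 15 pairs of arrays from the same group and 0.879 for the 40 pairs from different groups. The most similar array was one of the same group for 7 of the 11 arrays, which were 1 of the ICSI BCB+ arrays, 2 of the ICSI BCB- arrays and all 4 mICSI BCB- arrays. However, mICSI BCB- replicate 1 had the highest mean correlation with all other arrays, 0.895. It was also the most similar array for ICSI BCB+ replicate 1 and ICSI BCB- replicate 3. On average, mICSI BCB- replicates 1 and 3 correlated less with their own group (0.893 and 0.889) than with the others (0.896 and 0.892). The ratio of between-group to within-group variation (pseudo-F) was 1.19, and 2744 of 100000 random assignments of the group labels reached it (permutation test, p = 0.0274). Grouping the arrays by slide gave a pseudo-F of 1.01 (permutation test, p = 0.414). When the group labels were exchanged only between arrays of the same slide, 10 of the 108 possible assignments reached the observed separation (exact permutation test, p = 0.0926). Scaling the arrays by the spike-in RNA moved the separation most, to a pseudo-F of 1.70 with a permutation p of 0.0848. The separation also no longer passed 0.05 without ICSI BCB+ replicate 2 (permutation test, p = 0.0761), ICSI BCB+ replicate 4 (0.113), ICSI BCB- replicate 1 (0.142), ICSI BCB- replicate 2 (0.277) or mICSI BCB- replicate 2 (0.0953).

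**Figure D2:**
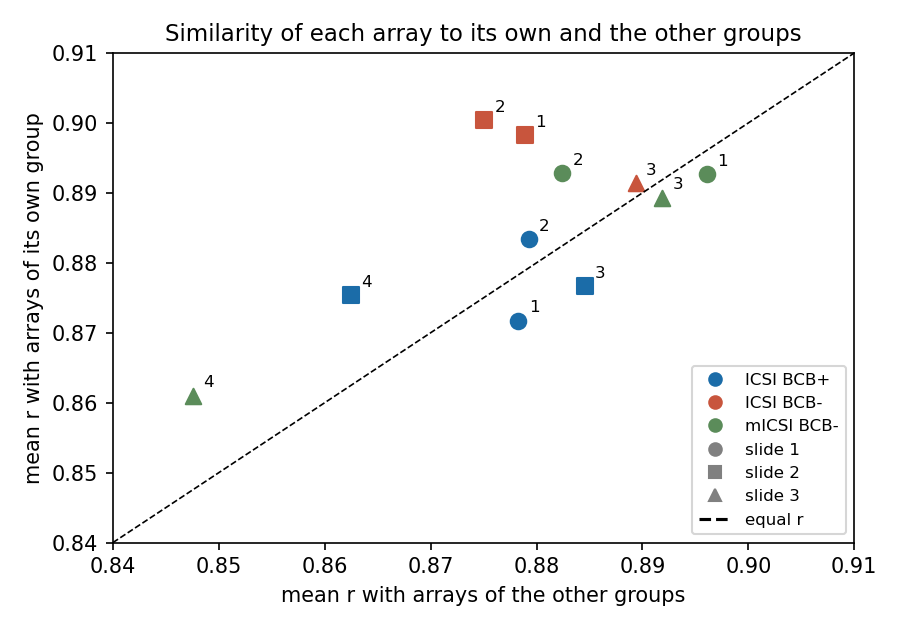
Mean Pearson correlation of each of the 11 arrays with the arrays of the other groups (horizontal axis) and with the other arrays of its own group (vertical axis), over all kept probes. Colour gives the group, shape gives the slide, the number gives the replicate and the dashed line marks equal correlation; mICSI BCB- replicate 4 lies lowest on both axes, at 0.848 and 0.861.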

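Group means of the log2 signal over the kept probes had a Pearson correlation of 0.961 between mICSI BCB- and ICSI BCB+ blastocysts, 0.960 between mICSI BCB- and ICSI BCB- blastocysts, and 0.954 between ICSI BCB- and ICSI BCB+ blastocysts. These are correlations across probes, which are not independent replicates. The first exceeded the second by 0.00176. Because a mean over 4 blastocysts varies less than a mean over 3, the difference was set against the 35 ways of dividing the ICSI blastocysts into 4 and 3, which gave a mean difference of 0.00526, above that found, and a range from -0.00620 to 0.0159. The sign of the difference therefore does not place the mICSI mean nearer to the ICSI BCB+ mean. In 21 of the 35 divisions the difference lay as far from that mean (two-sided exact permutation test, p = 0.60), so the closeness of the mICSI mean to either ICSI group was within the spread between blastocysts. With the effect of slide removed, the difference was 0.00892 (permutation test over the 35 divisions, p = 0.40). The slide effect was estimated with the real groups in the fit, so this p is approximate. Without ICSI BCB- replicate 3 the difference in correlation moved most, to 0.0187 (exact permutation test, p = 0.733). Leaving out an ICSI array changes the sizes of the ICSI groups, and so the mean over the divisions. Part of such a move may therefore come from the sizes alone. A squared distance corrected for the spread within groups, which is on another scale, changed the sign (-0.0630, exact permutation test, p = 0.657). The sign also changed without ICSI BCB+ replicate 1 (-0.00550), ICSI BCB+ replicate 2 (-0.00258), ICSI BCB+ replicate 3 (-0.00815) or mICSI BCB- replicate 4 (-0.00075).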

Heat maps for gene expression also showed good clustering and greater similarity between the mICSI BCB^−^ and ICSI BCB^+^ blastocysts than the ICSI BCB^−^ blastocysts (Fig. 4b). Indeed, the probe intensities examined for genes associated with blastocyst development showed consistent expression of genes involved in pluripotency (Supplementary Fig. 6a), epigenetic reprogramming (Supplementary Fig. 6b), energy metabolism (Supplementary Fig. 6c,d) and microRNAs (Supplementary Fig. 6e) for mICSI BCB^−^ and ICSI BCB^+^ blastocysts.

Amongst each group of blastocysts, direct unpaired t-test comparisons identified several differentially expressed genes (DEG) (False Discovery Rate (FDR) = 0.05, Supplementary Table 2). 

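At a false discovery rate of 0.05, limma with Benjamini-Hochberg adjustment called 6 probes between ICSI BCB- and ICSI BCB+ blastocysts, 4 of them higher and 2 lower in the ICSI BCB- group. It called 6 probes between mICSI BCB- and ICSI BCB+ blastocysts, all higher in the mICSI BCB- group, and 2 between mICSI BCB- and ICSI BCB- blastocysts, both lower in the mICSI BCB- group. With slide as a block, limma called 1, 0 and 1 probes in these comparisons, and 2022 probes between mICSI BCB- and ICSI BCB+ blastocysts had an unadjusted p under 0.05. Leaving out any 1 of the 11 arrays moved the first count by more than 1.5 times, and 7 and 9 of the arrays did so for the others. The array that moved the counts most in the comparisons with ICSI BCB- blastocysts was ICSI BCB- replicate 3, without which 80 probes passed between ICSI BCB- and ICSI BCB+ blastocysts and 50 between mICSI BCB- and ICSI BCB- blastocysts, while 5 passed between mICSI BCB- and ICSI BCB+ blastocysts. Without ICSI BCB- replicate 1 or without ICSI BCB- replicate 2, none passed between ICSI BCB- and ICSI BCB+ blastocysts, where 2292 and 1998 probes had an unadjusted p under 0.05. Probe EMPV1_40508 had a log2 signal of 9.10 ± 0.85 (SD, n = 3) in ICSI BCB- blastocysts and was not well above background on any array of the other groups. Its log2 fold change was 6.88 (standard error 0.36, limma adjusted p = 9.5e-05) against ICSI BCB+ blastocysts. Its level fell by 6.73 in mICSI BCB- against ICSI BCB- blastocysts (standard error 0.36, limma adjusted p = 0.00012). The shared spread includes arrays below background, with an SD of 0.027 in ICSI BCB+ and 0.16 in mICSI BCB- blastocysts. These standard errors and p therefore understate the spread between the ICSI BCB- blastocysts. By the methods' t-test, the adjusted p of this probe was 0.065 and 0.145 in the 2 comparisons. Set against the lowest signal that was well above background on each array of the dim group, or the probe's own signal where higher, it was at least 26.9-fold higher in ICSI BCB- than in ICSI BCB+ blastocysts and at least 20.2-fold higher than in mICSI BCB- blastocysts. It was well above background on 3 arrays, the number that the filter requires, so that leaving out an ICSI BCB- array removes it from the probes tested whatever its signal. Probe EMPV1_17627 was higher than in ICSI BCB+ blastocysts by a log2 fold change of 4.54 in the ICSI BCB- group (standard error 0.52, limma adjusted p = 0.048) and 4.72 in the mICSI BCB- group (standard error 0.48, limma adjusted p = 0.042), and was well above background on 2 of the 4 ICSI BCB+ arrays. In ICSI BCB- against ICSI BCB+ blastocysts, probe EMPV1_06422 had a log2 fold change of -4.46 (standard error 0.53, limma adjusted p = 0.048), with 1 of the 3 ICSI BCB- arrays well above background, and probe EMPV1_41645, well above background on all arrays, had -2.10 (standard error 0.25, limma adjusted p = 0.048). The mICSI BCB- blastocysts were also low in both of these probes. Their log2 signal was 4.50 to 5.92 for EMPV1_06422, where the lowest ICSI BCB+ blastocyst had 8.25. For EMPV1_41645 it was 7.49 to 7.82, where the lowest ICSI BCB+ blastocyst had 9.22. Neither probe was called between these groups at the false discovery rate of 0.05. With slide as a block, EMPV1_40508 kept an adjusted p under 0.05 in both of its comparisons and the other 3 probes did not.

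**Figure D3:**
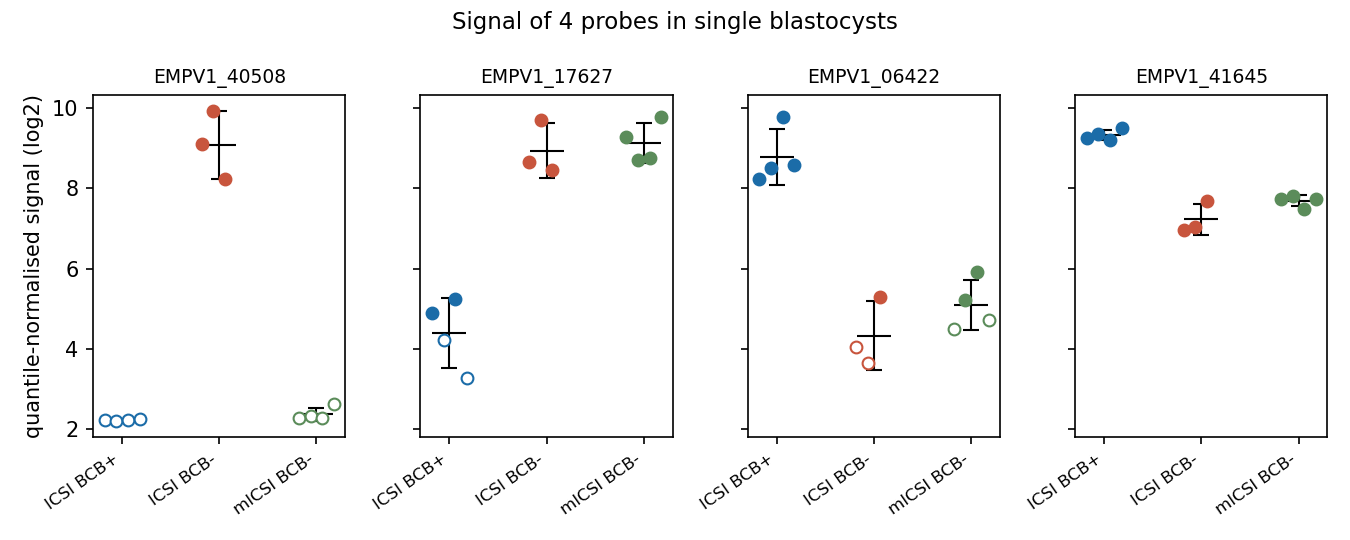
Quantile-normalised log2 signal of 4 probes in each of the 11 blastocysts. Points are blastocysts, filled where the probe was well above background and open where it was not, the long bar is the group mean and the short bars are 1 SD; EMPV1_40508 reaches a mean of 9.10 in ICSI BCB- blastocysts and only open points appear in the other groups.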

There were 5 DEGs between BCB^−^ ICSI and BCB^+^ ICSI blastocysts, 7 DEGs between BCB^−^ mICSI and BCB^+^ ICSI blastocysts, and 1 DEG between BCB^−^ mICSI and BCB^−^ ICSI blastocysts. 

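The F test of limma over the 3 groups called 3 probes at a false discovery rate of 0.05 after Benjamini-Hochberg adjustment, and 2725 probes had an unadjusted p under 0.05. The count was 13 when probes had to be detected in every array of at least 1 group, a filter that uses the group labels, and 1 with slide as a block. It was 61 without ICSI BCB- replicate 3, 13 without mICSI BCB- replicate 3, 6 without mICSI BCB- replicate 4 and 1 without ICSI BCB+ replicate 4 or mICSI BCB- replicate 2, and no probe passed without ICSI BCB- replicate 2, where 1877 had an unadjusted p under 0.05.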

Across the three groups of blastocysts, ANOVA determined significant differences for 6 genes (FDR = 0.05, Supplementary Table 3). One DEG (predicted Ras and Rab interactor 3, LOC100155709) showed a greater fold change for the mICSI-BCB^−^ group than for the ICSI-BCB^−^ group compared to ICSI-BCB^+^ blastocysts. However, the other 5 DEGs (the putative olfactory receptor 51H1-like LOC100511338, the YKT6 v-SNARE homolog LOC100513964, the uncharacterized LOC100621956 and 2 novel genes) had greater fold change for ICSI-BCB^−^ than mICSI BCB^−^ blastocysts compared to ICSI-BCB^+^ blastocysts.

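Of the probes that the F test called across the groups after adjustment, 2 changed more in ICSI BCB- than in mICSI BCB- blastocysts relative to ICSI BCB+ blastocysts, and 1 changed more in mICSI BCB- blastocysts. Which genes these probes represent is not given by the files.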

Analysis by ANOVA without FDR (p < 0.01, absolute fold-change ((FC)) > 2) produced a total of 309 DEGs with significant DEGs profiled according to relative fold change between the groups. This profiling showed greater fold-change differences in the ICSI-BCB^−^ blastocysts compared to ICSI-BCB^+^ or mICSI-BCB^−^ blastocysts (Supplementary Fig. 7a). In particular, ICSI-BCB^−^ blastocysts had a greater number of upregulated DEGs with fold changes higher than 5 or 10 (Supplementary Fig. 7b), whilst mICSI-BCB^−^ blastocysts showed a greater number of down-regulated DEGs (Supplementary Fig. 7c).

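With an unadjusted p under 0.01 in the F test of limma and an absolute fold change over 2 in at least 1 of the 3 pairs of groups, 600 probes were called, of 617 with such a p. The pair with the largest fold change was ICSI BCB- against ICSI BCB+ blastocysts for 300 of them, mICSI BCB- against ICSI BCB+ for 201 and mICSI BCB- against ICSI BCB- for 99. Scaling by the spike-in RNA moved the count most, to 1185, and without ICSI BCB- replicate 3 it was 959. With slide as a block it was 711.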

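Of the probes called across the 3 groups, 485 had an absolute fold change over 2 between ICSI BCB- and ICSI BCB+ blastocysts, 420 between mICSI BCB- and ICSI BCB+ blastocysts and 317 between mICSI BCB- and ICSI BCB- blastocysts. The median absolute log2 fold change over the called probes was 1.68, 1.51 and 1.08 in these comparisons. In 114 probes, ICSI BCB- blastocysts differed over 2-fold from both other groups while those stayed within 2-fold of each other. The group set apart in this way was ICSI BCB+ for 202 probes and mICSI BCB- for 76. These are counts of probes selected on the same blastocysts, and the differences between them were not tested.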

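Relative to ICSI BCB+ blastocysts, 146 of the probes called across the groups were over 5-fold higher in ICSI BCB- blastocysts and 79 in mICSI BCB- blastocysts, and 54 and 38 were over 10-fold higher. Probes over 5-fold lower than in ICSI BCB+ blastocysts numbered 30 in ICSI BCB- and 60 in mICSI BCB- blastocysts, and those over 10-fold lower numbered 13 and 33. Between the BCB- groups, 71 probes were over 5-fold lower and 31 over 5-fold higher in mICSI BCB- blastocysts. Fold changes of this size include probes that are not well above background in the lower group, for which the fold change depends on the signal assigned to them. From the profiles of the groups in Supplementary Fig. 7, the paper states that fold changes were greater in ICSI BCB- blastocysts, which had more upregulated genes with large fold changes, and that mICSI BCB- blastocysts had more downregulated genes.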

As large numbers of DEGs are required to reach sufficient enrichment for *in silico* pathway analysis, we compared pairs of groups without FDR but with FC > 2 and significance of p < 0.01 (Fig. 4c; and Table 3). 

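Counting probes with an unadjusted limma p under 0.01 and an absolute fold change over 2, 741 were called between ICSI BCB- and ICSI BCB+ blastocysts, 538 between mICSI BCB- and ICSI BCB+ blastocysts and 332 between mICSI BCB- and ICSI BCB- blastocysts. An unadjusted p under 0.01 was found for 829, 585 and 359 probes, where chance alone would give a mean of 331 in each comparison, with a wide spread. In 100 simulations with unchanged groups, the called counts ranged from 0 to 1015, 0 to 1063 and 0 to 1235, and were as large as those found in 11, 20 and 54. The simulated arrays were the real deviations from the group means, reassigned with random signs. Divisions of the real blastocysts gave narrower ranges, 194 to 932, 174 to 606 and 150 to 754, so the simulations are only a rough measure of chance. On the 1 slide that holds both groups, the counts were 1259, 643 and 294, the last with 1 blastocyst in the ICSI BCB- group, and with slide as a block in the fit over all arrays they were 926, 559 and 459. The setting that moved them most was scaling by the spike-in RNA, with 2290, 274 and 936. Without ICSI BCB- replicate 3 the comparison of mICSI BCB- with ICSI BCB- blastocysts gave 782, and without ICSI BCB- replicate 2 that of ICSI BCB- with ICSI BCB+ gave 394. The comparisons with ICSI BCB+ blastocysts shared 155 called probes, those with ICSI BCB- blastocysts 91 and those with mICSI BCB- blastocysts 70. Because each of these pairs of comparisons has a group in common, some calls are shared with no effect. In the simulations the mean numbers shared were 45.1, 82.8 and 58.2.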

Using Ingenuity Pathway Analysis, 276/378 DEGs were annotated for the comparison between ICSI BCB^−^ vs ICSI BCB^+^ blastocysts, which clustered into 12 networks (Supplementary Table 4). 

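Of the probes called between ICSI BCB- and ICSI BCB+ blastocysts at the unadjusted threshold, 558 were higher and 183 lower in the ICSI BCB- group, so that 75.3% were higher. Over all the probes tested, 44.8% were higher and the median log2 fold change was -0.09. Scaling by the spike-in RNA in place of quantile normalisation raised that median to 1.04 and left 99.8% of the called probes higher. The share was 67.1% with 75th percentile scaling, 76.2% within slide 2 and 66.1% without ICSI BCB- replicate 1. An absolute fold change over 5 was found for 264 of the called probes and over 10 for 94. In 74 of the called probes the lower group was not well above background on any array, so that the size of the change is open. Assignment of these probes to genes and networks was not analysed here.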

The top three networks were cellular assembly and organisation; cell morphology; and amino acid metabolism. For the cellular assembly and organisation pathway, a large number of genes were upregulated in the ICSI BCB^−^ blastocysts (Supplementary Fig. 8). Likewise, for the cell morphology (Supplementary Fig. 9) and the amino acid metabolism networks (Supplementary Fig. 10), a higher proportion of genes were upregulated in the ICSI BCB^−^ blastocysts than were down regulated. For the canonical pathways, PPAR signaling was the most affected (Supplementary Fig. 11). Of the predicted upstream regulators of the DEGs, CREB1, ERB2 and BMP2 were activated, as was the pathway that is modulated by the anti-Type 2 Diabetes pharmaceutical agent Troglitazone (Table 4; Supplementary Table 5).

In contrast, 127/192 DEGs were annotated from the comparison between mICSI BCB^−^ and ICSI BCB^−^ blastocysts, which clustered into seven networks (Supplementary Table 6). 

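In the comparison of mICSI BCB- with ICSI BCB- blastocysts at the unadjusted threshold, 196 of the called probes were lower and 136 higher in the mICSI BCB- group, so that 41.0% were higher. Over all the probes tested, 55.9% were higher. The share was 52.0% under 75th percentile scaling and 1.60% under scaling by the spike-in RNA, which move all probes of an array together and took the median log2 fold change over all probes from 0.09 to 0.17 and to -0.88, so these shares do not describe the called probes apart from that shift. Within slide 3, which holds a single ICSI BCB- array, 26.2% were higher, and without mICSI BCB- replicate 1, 49.3%. Fold changes over 5 were found for 132 of the called probes and over 10 for 65.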

The cellular movement (Supplementary Fig. 12), cellular development (Supplementary Fig. 13) and cell morphology networks (Supplementary Fig. 14) ranked highest. The majority of genes in these networks were downregulated in the mICSI BCB^−^ cohorts. The PPAR canonical pathway was also affected in ICSI BCB^−^ blastocysts (Supplementary Fig. 15). Likewise, three predicted upstream regulators of the DEGs, namely NFKB, ILS and HRAS were significantly inhibited whilst the pathway modulated by the pharmaceutical agent resveratrol, which regulates Sirtuin activity and thus mitochondrial biogenesis 29, was activated (Table 4; Supplementary Table 7).

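Of the probes called between mICSI BCB- and ICSI BCB+ blastocysts at the unadjusted threshold, 329 were higher and 209 lower in the mICSI BCB- group, or 61.2% higher. Scaling by the spike-in RNA gave 75.2% higher, with a median log2 fold change over all probes of 0.17. With slide as a block the direction changed, to 47.9% higher, and within slide 1 it was 52.9%. Fold changes over 5 were found for 196 of the called probes and over 10 for 90.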

The comparison of mICSI BCB^−^ and ICSI BCB^+^ blastocysts resulted in 222/311 DEGs being annotated, which clustered into 10 networks (Supplementary Table 8). The highest ranked of these were cell cycle, cellular compromise and developmental disorders. For these networks, there was an improved balance between upregulated and downregulated DEGs compared to ICSI BCB^−^ blastocysts and more DEGs showed no marked differences. 

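Over all called probes, without assignment to networks, the excess of higher over lower probes was smaller between mICSI BCB- and ICSI BCB+ blastocysts than between ICSI BCB- and ICSI BCB+ blastocysts under limma, by the shares given for each comparison. By the methods' t-test on the same signals, 65.1% of the 321 probes called between mICSI BCB- and ICSI BCB+ blastocysts were higher, and 65.0% of the 391 called between ICSI BCB- and ICSI BCB+ blastocysts, so that the shares no longer differed. Whether the shares differ between the comparisons beyond the spread between blastocysts was not tested.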

Of the canonical pathways, the regulators of metabolism were most affected (Table 4; Supplementary Fig. 16) whilst MYC and STAT4 were predicted upstream regulators to be activated (Supplementary Table 9), as was the pathway modulating the anti-cancer pharmaceutical agent Streptozocin.

We analysed genes that were not differently expressed between ICSI-BCB^+^ and mICSI-BCB^−^ but were differently expressed in ICSI-BCB^−^ blastocysts. 

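Of the probes called in both comparisons with ICSI BCB- blastocysts, 89 were not called between mICSI BCB- and ICSI BCB+ blastocysts at the same unadjusted threshold. When that comparison was not considered, 68 of the shared probes were higher in ICSI BCB- blastocysts than in both other groups, 22 were lower, and 1 changed in the same direction in both comparisons. Probes called in at least 1 of the comparisons with ICSI BCB- blastocysts but not between mICSI BCB- and ICSI BCB+ blastocysts numbered 759. Of the 100 simulations with unchanged groups, 39 shared as many calls between the comparisons with ICSI BCB- blastocysts as were observed. The number shared rose to 431 without ICSI BCB- replicate 3 and to 474 with scaling by the spike-in RNA.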

90/168 annotated genes clustered into 5 networks (Supplementary Table 10). The top three networks were cell morphology (Supplementary Fig. 17), gene expression and protein synthesis (Supplementary Fig. 18), and cell to cell signaling and interaction and cellular assembly and association (Supplementary Fig. 19). Glycine biosynthesis I, methylmalonyl pathway, and 2-oxobutanoate degradation I were the top three affected canonical pathways (Supplementary Fig. 20). However, no upstream regulators were significantly activated or inhibited (Supplementary Table 11).

### Analysis of patterns of gene expression specific to embryonic development

Cohorts of blastocysts (n = 5 to 10) were also analysed to determine the patterns of expression for key regulatory genes. Each of the pluripotent genes, OCT4 (Supplementary Fig. 21a), SOX2 (Supplementary Fig. 21b) and REX1 (Supplementary Fig. 21c) showed consistent levels of expression across the different groups, whilst NANOG expression was very low (Ct > 40) with no detection in mICSI BCB^+^ blastocysts (Supplementary Fig. 21d), as expected for porcine embryos^30^. The trophectodermal marker, CDX2, was consistently expressed in IVF, ICSI and mICSI blastocysts (Supplementary Fig. 21e). Two mtDNA-encoded genes, ND1 (Supplementary Fig. 21f) and ATP6 (Supplementary Fig. 21g), and the nuclear-encoded mtDNA transcription factor TFAM (Supplementary Fig. 21h) were highly expressed and within similar range.

## Discussion

The number of mtDNA copies present in developmentally competent MII oocytes is an essential investment in development, as embryonic cells only initiate mtDNA replication post-gastrulation^20^, a large number of cell divisions post-fertilisation. These are important developmental events as they establish the mtDNA set point from which all naïve cells possess low numbers of mtDNA^31^,^32^,^33^,^34^. These copies of mtDNA are then replicated in a cell specific manner in order that mature, specialised cells acquire their specified numbers of mtDNA copy to produce sufficient ATP through OXPHOS to perform their specialised functions. Indeed, homozygous knockdown mice that are unable to initiate mtDNA replication post-gastrulation die *in utero*^35^,^36^.

Although ~800 copies of mtDNA were injected into mtDNA deficient oocytes, MII oocytes are receptive to modulating mtDNA copy number to overcome their deficiency and promote development. MtDNA deficient oocytes ‘hitchhike’ on an embryo’s potential to replicate mtDNA prior to the 4-cell stage, which marks embryonic genome activation (EGA)^37^. This 4.4-fold increase at the 2-cell stage following mitochondrial supplementation stabilises mtDNA copy number for post-EGA development and ensures that numbers are similar to IVF- and ICSI- derived BCB^+^ blastocysts. Indeed, BCB^+^ oocytes did not benefit from supplementation suggesting that the appropriate threshold had been reached. Consequently, the replication events observed in IVF and ICSI generated BCB^+^ embryos ensure that sufficient mtDNA is present at the blastocyst stage and are essential to continued embryo development.

Previously, it has been demonstrated that the supplementation of oocytes with genetically distinct populations of mtDNA, through cytoplasmic transfer, results in heteroplasmy^22^,^23^. In mice, the health and wellbeing of the offspring was compromised by a host of physiological abnormalities^23^. Other studies in heteroplasmic mice have indicated similar outcomes^24^. The transfer of donor cytoplasm to treat women whose embryos undergo repetitive developmental arrest prior to or at EGA^38^,^39^,^40^,^41^ resulted in heteroplasmy at higher than anticipated levels even though the cytoplasmic extract was not a mitochondrial concentrate. Indeed, 40% of the offspring’s total mtDNA originated from the donor cytoplasm^22^,^42^, which supports our findings that mtDNA introduced at fertilisation ‘hitchhikes’ on the pre-EGA mtDNA replication event to provide sufficient mtDNA investment for subsequent development. Nevertheless, this approach led to autism and Turner’s syndrome (XO) but not in all cases^40^,^41^,^42^.

We propose that supplementation with autologous populations of mitochondrial isolate does not perturb the genetic identity of the offspring but generates a stabilisation effect, which is reflected in the enhanced gene expression patterns observed at the blastocyst stage. The gene expression patterns for BCB^−^ supplemented oocytes (mICSI BCB^−^) are far more aligned to the ICSI BCB^+^ cohort. The key gene networks positively affected in mICSI BCB^−^ blastocysts included cellular movement, cellular development and cell morphology, which are essential to developmental outcomes. These networks closely resemble deficits observed in ICSI BCB^−^ derived blastocysts that attempted to compensate by increasing gene expression associated with amino acid metabolism, which is essential to early development^27^.

The ‘quiet’ hypothesis suggests that early embryonic metabolism works at a quiet pace, but that insufficient metabolic support induces an adaptive response through increased gene expression that compromises embryonic development^43^. From the DEG profiles, it appears that BCB^−^ ICSI blastocysts had a higher number of upregulated genes compared to BCB^+^ ICSI blastocysts, with significant enrichment in the PPAR signaling pathway. This up-regulation is also predicted to involve activation of transcription factors, such as CREB1 (Table 4), an important metabolic regulator of blastocyst development^44^. As CREB1 is also involved in mitochondrial maintenance prior to EGA^45^ and energy homeostasis^46^, it would also communicate mtDNA deficiency to BCB^−^ embryos prior to EGA.

The upregulation of gene expression in BCB^−^ derived blastocysts was stabilised by mICSI and affected PPAR signalling, as well as other signalling pathways such as NKkB. Notably, mICSI down-regulated genes correlated with upstream activation by resveratrol (Table 4). Resveratrol is an exogenous compound beneficial to oocyte maturation and embryo development in mice^47^, cattle^48^ and pigs^29^. The effects of resveratrol involves activation of Sirt1, which influences mitochondrial biogenesis as well as mtDNA copy number in porcine oocytes^29^. Consequently, the effect of mICSI on blastocyst gene expression would be to communicate via retrograde signaling the stabilising effect of increased mtDNA copy number in early embryos. Collectively, these outcomes promote stabilised mtDNA replication under pluripotent gene control that is essential to the undifferentiated state, as observed in embryonic stem cells^31^,^49^,^50^. Likewise, the activation of MYC and STAT4 in mICSI BCB^−^ blastocysts, when compared to ICSI BCB^+^ blastocysts, is associated with increased cell proliferation in other cellular systems^51^, and, would account for the higher cell number observed in mICSI BCB^−^ blastocysts.

Whilst oocyte and early embryonic mitochondria do not fully mature before the blastocyst stage, we show here that the mtDNA content can be modulated throughout preimplantation development, and, particularly, prior to embryonic genome activation. In mtDNA deficient oocytes, this modulation does not occur which could account for lower blastocyst development. On the other hand, the increased mtDNA copy number in BCB^−^ oocytes following mICSI could counteract the homeostatic response to early mtDNA deficiency, and influence the embryonic development by stabilizing communication between the mitochondrial and nuclear genomes, which fails in other cellular systems, such as tumours, where the failure to efficiently replicate mtDNA prevents differentiation from taking place^52^. Whilst we argue that the increase in mtDNA copy number induces a stabilising effect on the embryo prior to embryonic genome activation, others have proposed that metabolic quiescence in oocytes and early embryos serves to protect the integrity of the mitochondrial genome^53^. If mitochondrial supplementation is to be introduced into clinical treatment, it would be pertinent to evaluate the potential for DNA damage by determining the levels of double strand breaks through, for example gamma H2AX labeling, or the comet assay, and to test for aneuploidy. This would demonstrate that there are no detrimental effects from supplementation on genome integrity and that, indeed, mtDNA supplementation is not inducing a metabolic affect that harms the embryo but, rather, supports subsequent development.

In conclusion, our outcomes demonstrate the importance of mtDNA to oocyte developmental competence, whereby supplementation of mtDNA deficient oocytes at fertilisation enhances embryo development and blastocyst quality. It also highlights the importance of inducing early mtDNA replication events at fertilisation in mtDNA deficient oocytes to enhance embryo quality by stabilising the embryo prior to EGA. This mtDNA investment ensures that resultant blastocysts have increased cell numbers and enhanced gene expression profiles that are associated with blastocysts from developmentally competent oocytes. We conclude that mitochondrial supplementation could significantly improve fertilization and development rates in mammals. In addition to advanced maternal age and poor ovarian reserve, this procedure could be relevant to the rescue of *in vitro* matured human oocytes^54^,^55^, notably in women with polycystic ovary syndrome^56^.

## Methods

All chemicals were obtained from Sigma, unless stated otherwise.

### BCB staining, IVM and embryo culture

Pig ovaries, excess to the requirements of the food chain, were collected from a local abattoir. They were washed and maintained in PBS at 37–38 °C. Cumulus-oocyte complexes (COCs) were aspirated from the ovaries using a syringe with an 18G needle (Becton Dickinson) containing around 1 ml warm flush medium (ViGRO, Bioniche Australia). After washing in pre-equilibrated IVM medium consisting of TCM 199, 0.1% polyvinyl alcohol, 3.05 mM Glucose, 0.91 mM Sodium Pyruvate, 0.57 mM Cysteine, 10 ng/mL EGF, 10 IU/mL LH (Chorulon, Intervet DE), 10 IU/mL FSH (Folligon, Intervet, DE) and 50 μg/mL Penicillin/streptomycin, COCs were stained with 12 μM BCB in IVM medium for 60 mins at 39 °C, 5% CO_2_ at maximum humidity. COCs were then washed in warm flush medium containing the supplements listed for IVM medium. BCB^+^ and BCB^−^ COCs were isolated using a stereomicroscope. After sorting, COCs were plated (50 per well) into pre-equilibrated IVM medium and incubated for 44 hours at 39 °C, 5% CO_2_ at maximum humidity.

After IVM, COCs underwent either IVF or ICSI followed by *in vitro* culture in Porcine Zygote Medium (PZM; saline solution containing 0.20 mM Sodium Pyruvate, 2 mM Calcium Lactate, 1 mM L-Glutamine, 5 mM Hypotaurine, Basal Medium Eagle and Non-essential amino-acids, 0.05 mg/ml penicillin/streptomycin and 0.3% BSA). For IVF, 50 COCs were plated in a 4-well plate containing pre-equilibrated mTBM solution (Tris Buffer Medium with 5 mM Sodium Pyruvate, 0.02 mM fresh Adenosine, 0.2 mM fresh L-Glutathione and 0.1% BSA) and incubated with 90% Percoll-pelleted spermatozoa (0.5 × 10^6^) for 4 hours at 39 °C, 5% CO_2_ at maximum humidity.

For ICSI, two injection plates were prepared with a central 7 μl drop of sperm catch (Nidacon SC-100), with a 1 μl arm of DPBS/FBS. This was surrounded by 4, 7 μl drops of pre-equilibrated PZM and overlayed with pre-equilibrated mineral oil (Sage 4008). Plates were equilibrated at 38.5 °C, 5% CO_2_, 5% O_2_ for at least 1 hour. Sperm was added to the PBS/FBS arm and allowed to swim into the sperm catch. Immediately prior to injection, a single oocyte was loaded into each of the PZM drops. ICSI was performed on a Nikon TE300 inverted microscope with a heated stage and fitted with Eppendorf micromanipulators. Injection and holding pipettes were supplied by The Pipette Company, Australia. Injection pipettes had an internal diameter of 6 μm. Individual sperm that had migrated into the sperm catch and were motile were immobilised by scoring the tail and drawn into the injection pipette. The injection pipette was moved to a drop containing an oocyte. The oocyte was held with the polar body orientated at either 6 or 12 o’ clock. The injection pipette with the sperm in the tip was introduced into the oocyte at 3 o’ clock and the cytoplasm aspirated to ensure the oolemma had been ruptured before depositing the sperm. Post-injected oocytes were transferred to pre-equilibrated PZM for culture at 38.5 °C, 5% CO_2_, 5% O_2_. mICSI was performed as for ICSI except that 3 pl of mitochondrial isolate was collected into the injection pipette along with a single sperm and injected at the time of sperm injection.

After insemination, zygotes were cultured in PZM for 7 days at 39 °C, 5% CO_2_, 5% O_2_ at maximum humidity with media changes after 48 and 120 hours. Imaging of DAPI-stained nuclei in expanded blastocysts was undertaken using a multi-photon confocal microscope (Leica TCS SP5).

### Mitochondrial isolation and supplementation

Mitochondrial isolation from *in vitro* matured metaphase II BCB^+^ oocytes was performed using a drill-fitted Teflon pestle^57^. Briefly, after hyaluronidase treatment, mechanical stripping and multiple PBS-washes to eliminate all cumulus cells, denuded oocytes were resuspended in 5 mL mitochondrial isolation buffer +2 mg/ml BSA (20 mM Hepes pH 7.6, 220 mM Mannitol, 70 mM sucrose, 1 mM EDTA) and homogenised by no more than 10 strokes of the pestle, at 4 °C or on ice. The oocyte homogenate was centrifuged at 800 g for 10 minutes to remove cell debris and the supernatant was centrifuged at 10,000 g for 20 minutes to pellet the mitochondrial fraction. The pellet was resuspended in isolation buffer without BSA then centrifuged at 10,000 g for 20 minutes. The supernatant was removed and the mitochondrial pellet resuspended in isolation buffer without BSA. The mitochondrial suspension was further concentrated by transferring it to a sealed straw (Flexipet, Cook Australia) followed by centrifugation for 25 seconds at 10,000 g. The mitochondrial suspension was dispensed onto an ICSI plate. At injection, a single sperm along with 3pl of mitochondrial isolate was drawn up into the injection pipette. The 3 pl of mitochondrial isolate along with the sperm was injected into the oocyte.

The mitochondrial isolate was quantified for mtDNA copy number by injecting an identical volume to that injected into oocytes into 2 μl of H_2_O within a PCR tube, and analysed in triplicate by real time PCR using mtDNA-specific primers, as described in ‘Analysis of mtDNA copy number’. Furthermore, the non-concentrated mitochondrial suspension (10 μl) underwent respiration analysis, as described in ‘Mitochondrial respiration analysis’.

### Mitochondrial respiration analysis

O_2_ consumption rates for isolated mitochondria were determined by high-resolution respirometry (Oroboros Oxygraph-2K, Innsbruck, Austria). The Oxygraph was calibrated at 0% (5% sodium hydrosulfide) and maximal (air) O_2_ concentration in mitochondrial respiration buffer (225 mM D-mannitol, 75 mM sucrose, 10 mM KCl, 10 mM Tris-HCl, 5 mM KH_2_PO_4_). After 2 minute washes of H_2_O, EtOH 80%, EtOH 100% and H_2_O respectively, the chambers were filled with 2 ml respiration buffer maintained at 37 °C and continuously stirred at 750 rpm. O_2_ consumption was measured using the integrated software package Datlab (Version 3.1; Oroboros, Innsbruck, Austria), which presented respiration as O_2_ flux, pmol O_2_ per unit per second. Following O_2_ flux stabilization, 25 μl of succinate (1 M) was added to the chamber as well as mitochondrial isolate and initial resting measurements were recorded. 10 μl of ADP (25 mM) followed by increasing doses of FCCP (carbonyl cyanide p-(trifluoromethoxy) phenylhydrazone) were added at 10 minute intervals to determine maximal uncoupled ETC respiratory capacity. Finally, 10 μl (5 mM) of the complex III inhibitor Antimycin A was used to abolish respiration.

### Analysis of mtDNA copy number

Individual denuded oocytes and embryos were freeze-thawed in 50 μl of water. 2 μl was added to 10 μl SYBR green (Bioline, Australia), 6 μl of H_2_O and 0.5 μM of each primer. See Supplementary Table 12 for primer sequences, product size, annealing temperature, and accession number. Reactions were run in a Rotorgene-3000 (Corbett Research, Cambridge, UK), according to the following conditions: 95 °C for 5 min, 45 cycles of melting temperature for 30 sec and acquisition temperature for 15 sec, followed by 1 cycle at ramping temperature from 72 °C to 95 °C with continuous fluorescence acquisition. All samples were analysed in triplicate. MtDNA copy number was extrapolated from standard curves (10-fold serial dilutions of 2 ng target PCR product) and calculated according to the target PCR product length. To determine the number of mtDNA copies introduced into oocytes by mICSI, the volume of mitochondrial isolate used to supplement the oocytes was directly added to a PCR tube and processed and analysed, as described in ‘Mitochondrial isolation and supplementation’.

### Imaging of mitochondria in inseminated oocytes

Denuded metaphase II oocytes were labeled with 100 nM MitoTracker Deep Red (Molecular Probes) in IVM medium for 45 min prior to injection. The mitochondrial isolate labeled with 200 nM MitoTracker Green FM (Molecular Probes) and 20 nM TMRM (Molecular Probes) was centrifuged at 10,000 g for 20 minutes. The mitochondrial pellet was washed to discard any unbound stain and concentrated as described in ‘Mitochondrial isolation and supplementation’. Injection was performed as described in ‘Mitochondrial isolation and supplementation’. Presumptive embryos were transferred into 8-well chamber slides on a coverslip (Sarstedt, product no. 94.6190.802).

Brightfield and MitoTracker Deep red images of presumptive embryos and fluorescent images of injected mitochondria were recorded on a Nikon C1 confocal microscope using a 40X oil immersion objective. 488 nm, 561 nm, and 639 nm lasers were used to specifically excite MitoTracker Green, TMRM and MitoTracker Deep Red in a sequential manner. Confocal z-stacks of 50 μm thickness with 5 μm increments between slices were recorded of the lower half of each oocyte.

### Shape Analysis of Mitochondrial Clusters

Oocytes were stained with 100 nM MitoTracker Deep Red (Molecular Probes) for 45 min and then transferred into 8-well chamber slides on a coverslip (Sarstedt, product no. 94.6190.802). Images of MitoTracker Deep Red were recorded on a Nikon C1 confocal microscope using a 40x oil immersion objective. Confocal z-stacks of 50 μm thickness with 5 μm increments between slices were recorded of the lower half of each oocyte.

Image processing and analysis was performed using Fiji software. For shape analysis of mitochondrial clusters, a suitable region of interest (ROI) with even staining of mitochondria and excluding any oocyte edges was chosen for each data set. The ROIs were then thresholded and binarized. Particle analysis was then performed to detect and characterize clusters. Cluster area, perimeter and circularity were chosen as parameters for characterization. Clusters at ROI edges were excluded from the analysis. A total of 7 BCB^−^ and 9 BCB^+^ oocytes and 402 and 651 mitochondrial clusters, respectively, were analyzed.

### Imaging of blastocysts to assess cell number

Day 7 blastocysts derived from ICSI BCB^+^ and mICSI BCB^−^ oocytes were fixed using 4% paraformaldehyde, then permeabilized in 1% TRITON X-100 and stained with DAPI. Image capture of DAPI stained blastocysts was performed by confocal microscopy using the multiphoton Leica SP8 (Leica Microsystems, Ontario Canada). Cell number represents the number of DAPI-stained nuclei per blastocyst.

### Transmission Electron Microscopy

Porcine eggs were fixed for at least 48 hours at MII, 1 hr and 24 hr post-ICSI and/or post-mICSI in freshly made 2% paraformaldehyde and 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer. Samples then underwent osmication and uranyl acetate staining, dehydration in alcohols and embedded in Taab 812 Resin (Marivac Ltd., Nova Scotia, Canada). Subsequent blocks were cut and sectioned with a Leica ultracut microtome, picked up on 100 mesh formvar/carbon coated Cu grids, stained with 0.2% lead citrate, and imaged under the Phillips Technai BioTwin Spirt electron microscope.

### RNA extraction, amplification and reverse transcription

RNA was extracted from single or pooled blastocysts using the Picopure RNA isolation Kit (Arcturus), according to the manufacturer’s instructions. Extracted RNA was treated with DNAse I to remove genomic DNA. RNA was amplified by 2 rounds of *in vitro* transcription (Arcturus RiboAmp HS PLUS, Life Technologies) or reverse-transcribed (random primers) using Superscript III (Life Technologies), according to the manufacturer’s instructions. After reverse-transcription, cDNA was diluted in 50 μl H_2_O and real time PCR was conducted using a Rotorgene-3000. Relative differences in Ct values were compared to IVF BCB^+^ blastocysts and normalized against ß-Actin (ACTB). Primer sequences, product size, annealing temperature, and accession numbers are provided in Supplementary Table 12.

### Microarray analysis

Highly diluted RNA Spike-Ins (Agilent #5188-5279, CA) were added at the time of RNA extraction to individual blastocysts^58^,^59^. Quality and concentration of extracted RNA were analyzed before and after T7 RNA amplification (Bio analyzer, Agilent). 1.8 μg amplified RNA was labeled with Cy3-ULS using the Agilent DNA ULS Fluorescent Labeling kit. The Degree of Labeling (DOL) was measured with the Nanodrop ND-1000 Spectrophotometer (Thermo Scientific). 1.65 μg of Cy3 labeled antisense RNA (aRNA; DOL 1–3.5%) was fragmented at 60 °C for 30 minutes in a reaction volume of 25 μl containing 1x Agilent fragmentation buffer and 4.4x Agilent blocking agent, according to the manufacturer’s instructions. On completion, 55 μl of 2x Agilent gene expression hybridisation buffer, 3 μl H_2_O and 27 μl CGH ULS block were added and 100 μl of the mixture was hybridised for 17 hours at 67 °C in a rotating Agilent hybridisation oven. After hybridisation, EmbryoGENE Porcine −4 X 44K (ID 031068) microarrays (Agilent Technologies, CA) were washed for 1 minute at room temperature with GE wash buffer 1 (Agilent) and 1 minute with 37 °C GE wash buffer 2 (Agilent, CA). Slides were scanned immediately after washing on the Agilent C DNA microarray scanner. The scanned images were analyzed using Feature Extraction Software 11.0.1.1 (Agilent). Ingenuity pathway analysis (IPA) was used to determine the signaling pathways underlying the transcriptomic differences (p < 0.05, abs. FC > 2) between blastocysts derived from ICSI BCB^+^ , ICSI BCB^−^ and mICSI BCB^−^ oocytes. Lists of DEGs from each direct comparison were prepared and imported into IPA by uploading lists of DEGs into separate experiments.

### Gene expression analysis in IPA

DEGs were matched with their universal gene symbols, then compiled into canonical pathways as well as gene product interactions (networks) that are developed from information contained in Ingenuity’s Knowledge Base. Canonical pathway analysis identified the pathways from the IPA library of canonical pathways that were most significant to the data set (enrichment score and probability). Networks of network-eligible molecules were algorithmically generated based on their connectivity. Green and red symbols represented genes respectively down-and up-regulated. DEGs were also submitted to upstream regulator analysis, which is based on prior knowledge of expected effects between transcriptional regulators and their target genes stored in the Ingenuity^®^ Knowledge Base. The analysis examines how many known targets of each transcription regulator are present in the dataset, and also compares their direction of change (i.e. expression in the experimental sample(s) relative to control) to what is expected from the literature in order to predict likely relevant transcriptional regulators. Each potential transcriptional regulator is given a p-value (probability to overlap with the data set) and an activation score (likelihood to be activated or inhibited with regard to the expression of target genes).

### Statistics

An unpaired t-test was used to compare mtDNA copy number between MII BCB^+^ and BCB^−^ oocytes and lysis rates. Direct comparison of global gene expression from microarray analysis was performed using an unpaired t-test corrected for false discovery rate (FDR) or filtered for absolute (abs.) fold-change >2 and p-value <0.01. One-way ANOVA was used to compare MII rates and lysis rates; blastocyst rates; mtDNA replication profiles during either IVM, preimplantation development or between BCB staining/treatments; and differential gene expression in BCB blastocysts generated by ICSI or mICSI. ANOVA results for differential gene expression were corrected for FDR. Using Agilent’s GeneSpring GX software, microarray data for each single blastocyst were subjected to principal component analysis and global gene expression was clustered by hierarchical Pearson’s correlation. Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity) was used to determine significant enrichment of biological pathways associated with differentially expressed genes. Statistical significance is represented as *, **, ***, **** for p values of <0.05, 0.01, 0.001, 0.0001, respectively.

## Additional Information

**Accession codes:** Data have been deposited into NCBI Gene Expression Omnibus (GEO): Gene expression microarrays (GSE65310).

**How to cite this article**: Cagnone, G. L. M. *et al.* Restoration of normal embryogenesis by mitochondrial supplementation in pig oocytes exhibiting mitochondrial DNA deficiency.. *Sci. Rep.* **6**, 23229; doi: 10.1038/srep23229 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
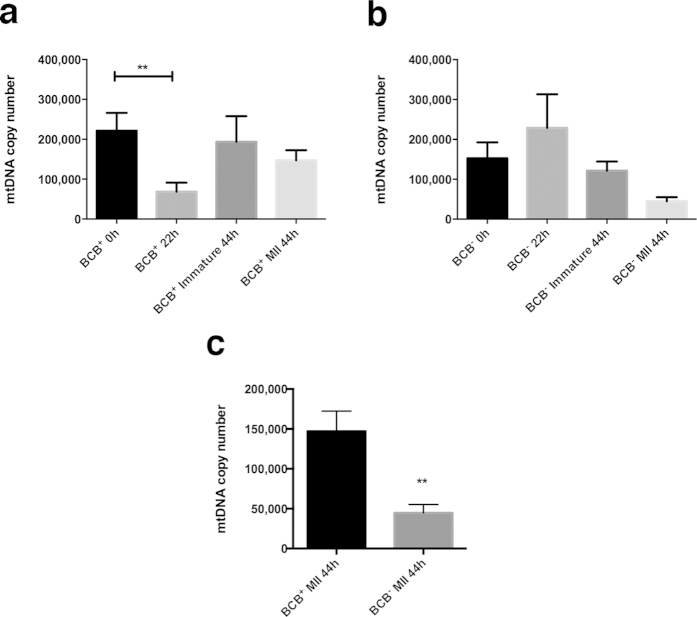
Mean (±SEM) mtDNA copy number in maturing and mature oocytes determined by real time PCR. (**a**) BCB^+^ and (**b**) BCB^−^ maturing (0 hr and 22 hr) and immature (44 hr) and mature (44 hr) oocytes (n = 10 for each). Statistical analysis was performed using ANOVA. (**c**) Comparison between BCB^+^ and BCB^−^ MII oocytes performed by t-test.

**Figure 2:**
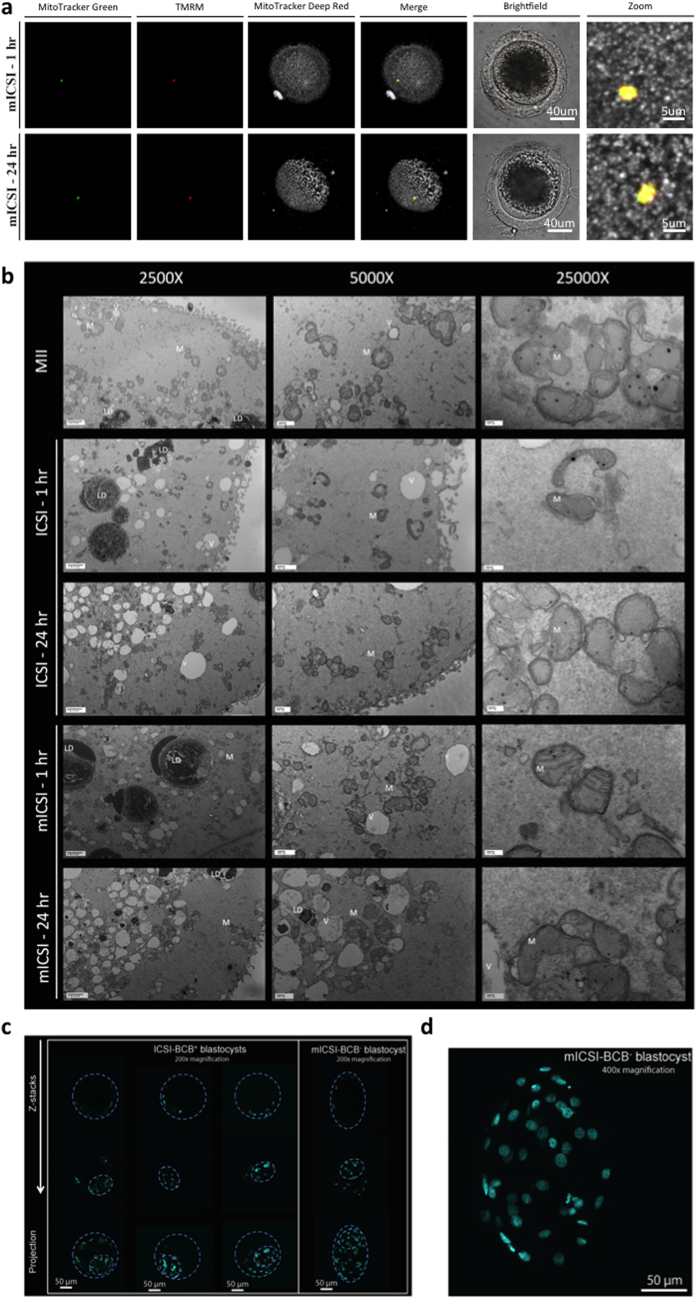
Generation of mICSI-derived blastocysts. (**a**) Localization of mitochondria following injection into BCB^−^ MII oocytes at 1 hr and 24 hr post insemination. Mitochondria endogenous to the oocyte are labeled with MitoTracker Deep Red (grey). The injected mitochondria are labeled with TMRM (red) and MitoTracker Green (green). The confocal z-stacks are displayed as maximum intensity projections (X40 magnification). (**b**) Transmission Electron Microscopy of MII oocytes, ICSI-1 hr, ICSI-24 hr, mICSI-1 hr, and mICSI-24 hr at 2500X, 5000X and 25,000X magnification. Abreviations include; LD = lipid droplet, V = vacuole, M = mitochondria. (**c**) DAPI staining of ICSI BCB^+^ and mICSI BCB^−^ blastocysts highlighting the presence of an inner cell mass. (**d**) Enlargement of a mICSI BCB^−^ blastocyst.

**Figure 3:**
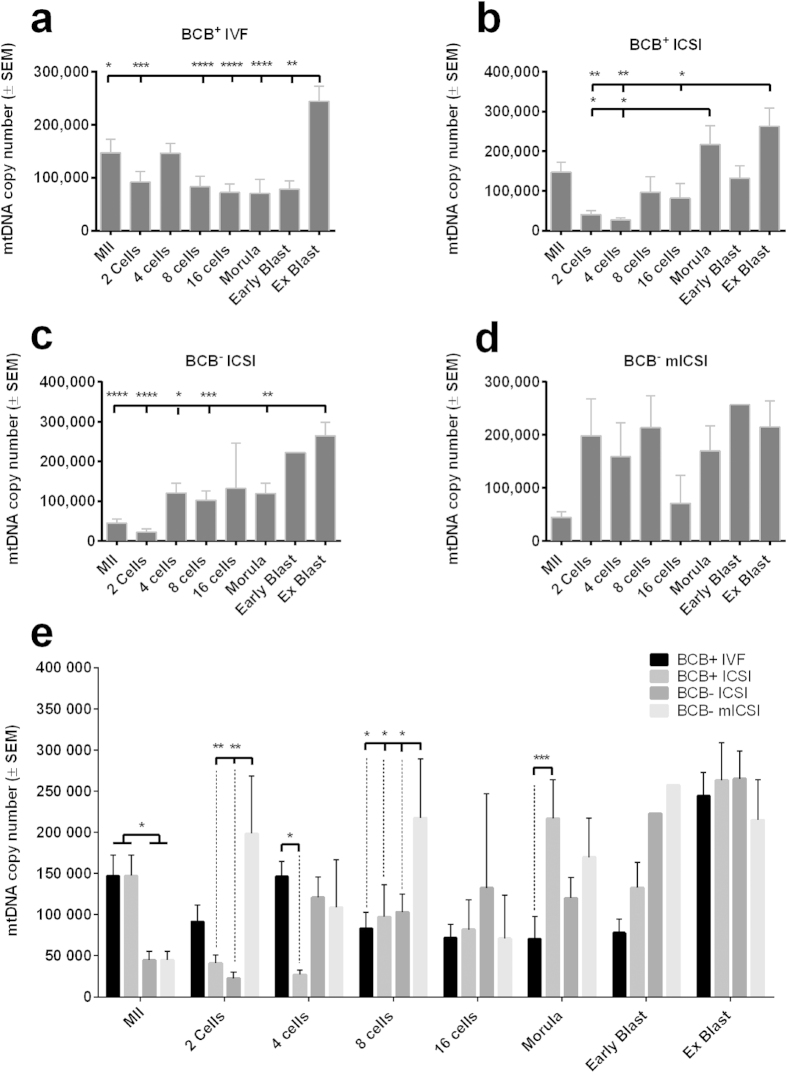
MtDNA copy number for preimplantation embryos. (**a**) Mean (±SEM) mtDNA copy number for BCB^+^ IVF; (**b**) BCB^+^ ICSI; (**c**) BCB^−^ ICSI and (**d**)BCB^−^ mICSI-derived embryos determined by real time PCR (n = 5–10). (**e**) Mean (±SEM) mtDNA copy for each stage of development for embryos generated by IVF, ICSI and mICSI from BCB^+^ and BCB^−^ oocytes.

**Figure 4:**
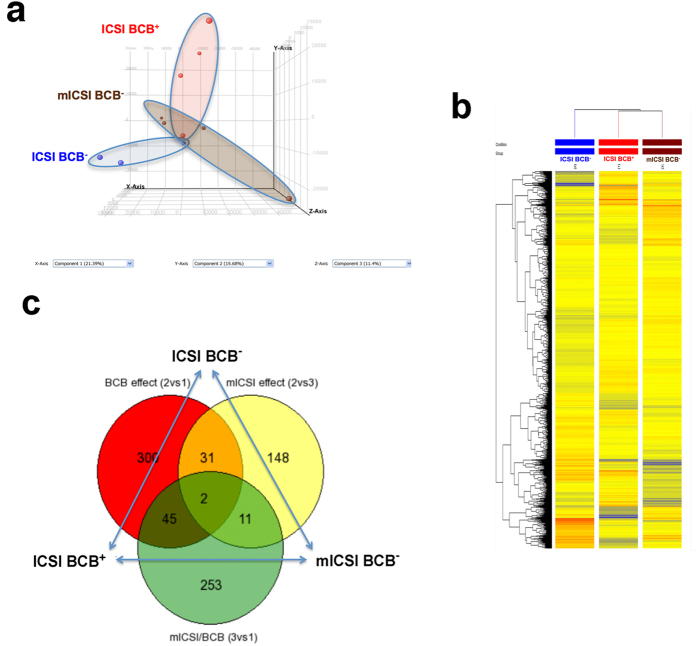
Global gene expression analysis of single blastocysts following microarray. (**a**) PCA of microarray data from single blastocysts. Red, blue and brown points represent individual transcriptomes from ICSI BCB^+^ , ICSI BCB^−^ and mICSI BCB^−^ blastocysts, respectively. (**b**) Heat map of global gene expression following Pearson’s correlation to determine hierarchical clustering between blastocysts of each group. (**c**) Venn diagram representing differentially expressed genes between ICSI BCB^+^ and ICSI BCB^−^; mICSI BCB^−^ and ICSI BCB^−^; and mICSI BCB^−^ and ICSI BCB^+^ blastocysts following unpaired t-tests, with FC > 2 (abs) and significance of p < 0.01.

**Table 1:** Development rates for BCB^+^ and BCB^−^ oocytes fertilised by IVF, ICSI and mICSI.

	Fertilisation	Total oocyte^*^ or MII number	% Fertilisation (total)	% Blastocyst/ Fert (total)	% Blastocyst/ Fert (±S.D)
BCB^+^	IVF	764^*^	58.4	23.7	20.6 ± 13.9
	ICSI	255	77.7	34.9	33 ± 15.3
	mICSI	98	62.2	31.6	31.5 ± 13.8
BCB^−^	IVF	507^*^	38.1	10.6	7.6 ± 5.8^a^
	ICSI	136	59.9	22	23.9 ± 11.0a,b
	mICSI	139	40.4	27.8	31.5 ± 15.6^b^

^a,b^Different superscripts represent significant differences, p < 0.05.

**Table 2:** MtDNA copy number in MII oocytes and 2-cell and blastocyst stage embryos.

Oocyte selection and fertilisation	mtDNA copy number ± SEM			Ratio	
	MII	2 cells	Blastocyst	2 cells/MII	Blastocyst/MII
BCB^+^ IVF	147063 ± 25325^a^	91630 ± 19950^a,b^	244245 ± 28765	62.3%	166.1%
BCB^+^ ICSI	147063 ± 25325^a^	40926 ± 10057^a^	263067 ± 45966	27.8%	178.9%
BCB^−^ ICSI	44749 ± 10574^b^	22419 ± 7588^a^	265000 ± 33329	50.1%	592.2%
BCB^+^ mICSI	147063 ± 25325^a^	nd	273712 ± 52787	nd	186.1%
BCB^−^ mICSI	44749 ± 10574^b^	198539 ± 69880^a^	214841 ± 49107	443.7%	480.1%

ANOVA between BCB^+^ and BCB^−^ for IVF, ICSI and mICSI inseminations with different superscripts representing significant differences, p < 0.05.

**Table 3:** Top 10 differentially expressed genes between ICSI BCB^+^ and ICSI BCB^−^; mICSI BCB^−^ and ICSI BCB^−^; and mICSI BCB^−^ and ICSI BCB^+^ blastocysts following unpaired t-tests, with FC > 2 (abs) and significance of p < 0.01.

Top 10 differentially expressed genes (T-Test, p value < 0.01, abs. FC > 2)	FC (abs)	p value	Regulation	REFSEQ	Network	Top Diseases and Functions
*ICSI BCB*^−^ *vs ICSI BCB*^*+*^*blastocysts*						
LOC100513964	109.53825	0.000014519855	up	XM_003134882	Not displayed	Undetermined
BNP	45.177853	0.005953322	up	NM_213846	Not displayed	Undetermined
NULL	34.279636	0.0000691877	up	unknown	Not displayed	Undetermined
ROCK2	29.54274	0.0013772815	up	XM_003125386	Supp. Fig. 8 and 18	Cell Morphology, Cellular Assembly and Organization, Cellular Function and Maintenance
LOC100518872	25.287235	0.0013035844	up	XM_003133613	Not displayed	Undetermined
NULL	77.53339	0.008828815	down	unknown	Not displayed	Undetermined
ZNF709	33.383026	0.0010354982	down	XM_003354054	Not displayed	Cellular Growth and Proliferation, Cell Death and Survival, Infectious Disease
LOC100520571	21.369652	0.0006056553	down	XM_003128006	Not displayed	Undetermined
ACTG2	19.070107	0.00027356512	down	NM_001615.3	Not displayed	Inflammatory Disease, Inflammatory Response, Organismal Injury and Abnormalities
TC2N	13.784387	0.008354094	down	NM_028924.3	Supp. Fig. 9	Amino Acid Metabolism, Post-Translational Modification, Small Molecule Biochemistry
*mICSI BCB*^−^ *vs ICSI BCB*^−^ *blastocysts*						
SERPINB10	50.39668	0.0082500875	up	NM_005024.1	Supp. Fig. 12	Cellular Development, Cellular Growth and Proliferation, Hematological System Development and Function
NULL	28.870111	0.008353462	up	unknown	Not displayed	Undetermined
ADAM5	19.022522	0.0037702504	up	XM_003133371	Not displayed	Undetermined
NULL	16.16526	0.002920586	up	unknown	Not displayed	Undetermined
LOC100625749	14.306636	0.005585119	up	XM_003361441	Not displayed	Undetermined
LOC100513964	98.986435	0.000018220118	down	XM_003134882	Not displayed	Undetermined
NULL	50.691635	0.000014981616	down	unknown	Not displayed	Undetermined
IL18	37.155396	0.00052243227	down	NM_001243211	Supp. Fig. 12	Cell-To-Cell Signaling and Interaction, Cell Signaling, Molecular Transport
LOC100623696	36.893543	0.008665602	down	XM_003356823.1	Not displayed	Undetermined
MATN3	35.507694	0.00008970674	down	NM_002381	Supp. Fig. 13	Cell Morphology, Cellular Assembly and Organization, Cellular Development
*mICSI BCB*^−^ *vs ICSI BCB*^*+*^*blastocysts*						
PPP1R9A	57.586193	0.00099	up	NM_001166160	Not displayed	Cellular Compromise, Infectious Disease, Drug Metabolism
NULL	56.806114	0.003806175	up	unknown	Not displayed	Undetermined
LOC100623901	44.763016	0.000384	up	XM_003361640	Not displayed	Undetermined
LOC100526251	38.66665	0.0000941	up	XM_003132878.1	Not displayed	Undetermined
LIX1L	35.739998	0.000215	up	NM_153713	Not displayed	Undetermined
LOC100524253	56.918842	0.007135105	down	XM_003355205	Not displayed	Undetermined
LOC100628218	41.88254	0.002997461	down	XM_003354336.1	Not displayed	Undetermined
ZC3HAV1	40.911594	0.001792942	down	NM_024625	Not displayed	Cellular Compromise, Infectious Disease, Drug Metabolism
NULL	31.49758	0.005764906	down	unknown	Not displayed	Undetermined
NR3C1	21.502375	0.007265344	down	NM_001008481.1	Not displayed	Cellular Compromise, Infectious Disease, Drug Metabolism

**Table 4:** Functional clustering of differentially expressed genes between ICSI BCB^+^ and ICSI BCB^−^; mICSI BCB^−^ and ICSI BCB^−^; and mICSI BCB^−^ and ICSI BCB^+^ blastocysts following unpaired t-tests, with FC > 2 (abs) and significance of p < 0.01.

Clustering of differentially expressed genes (T-Test, p value < 0.01, abs. FC > 2)	Top Diseases and Functions	Network(s)	Predicted upstream Regulator	Molecule Type	Regulation	Activation z-score (abs. Fold-change > 1.5)	p-value of overlap (p < 0.05)
*ICSI BCB*^−^ *vs ICSI BCB*^*+*^*blastocysts*							
BAG3, CCBL1, CGREF1, CREM, EDN1, FAM73A, JUN, KLF5, OXNAD1, PITPNB, SMN1/SMN2	Cellular Assembly and Organization, Cellular Function and Maintenance, Cell Death and Survival	Supp. Figs 7, 8, 9, 12, 17 and 18	CREB1	transcription regulator	Activation	2.617	1.57E-03
BCAT2, EDN1, EPHX2, JUN, MXD3, PGK1, PRDX2, SMTN, SPINT1, UCK1	Cancer, Cellular Movement, Organismal Development	Supp. Figs 7, 8 and 18	ERBB2	kinase	Activation	2.236	1.51E-02
EDN1, JUN, KLF5, SRF	Inflammatory Disease, Inflammatory Response, Organismal Injury and Abnormalities	Supp. Figs 7, 12 and 18	lysophosphatidic acid	chemical - other	Activation	1.958	2.04E-03
CALU, CELF2, CERS4, EPHX2, JUN, LARGE, LTBP1, VAV3	Cancer, Cellular Movement, Organismal Development	Supp. Fig. 7	FOS	transcription regulator	Activation	1.698	3.59E-02
AEBP1, EDN1, JUN, PGK1, PTPN11, SLC25A11	Cell Morphology, Cellular Assembly and Organization, Cellular Function and Maintenance	Supp. Figs 8 and 18	Insulin	hormone	Activation	1.513	3.02E-02
EDN1, JUN, MIOX, PRDX2	Cell To Cell Signaling and Interaction, Reproductive System Development and Function, Cell Signaling	Supp. Fig. 16	N-acetyl-L-cysteine	chemical drug	Inhibition	−1.941	5.0E-02
*mICSI BCB*^−^ *vs ICSI BCB*^−^ *blastocysts*							
CCND2, EDN1, IL18, TRAF2	Cellular Development, Cellular Growth and Proliferation, Hematological System Development and Function	Supp. Figs 8, 12, 17 and 18	Resveratrol	Chemical drug	Activation	1.954	1.19E-02
CCND2, CGREF1, EDN1, IL18, TRAF2	Cellular Development, Cellular Growth and Proliferation, Hematological System Development and Function	Supp. Figs 7, 8, 12, 17 and 18	NFkB (complex)	Complex	Inhibition	−2.208	3.62E-02
CCND2, LIMK2, NABP1, UPB1	Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking	Supp. Figs 11 and 16	IL5	Cytokine	Inhibition	−2.000	9.57E-03
*mICSI BCB*^−^ *vs ICSI BCB*^*+*^*blastocysts*							
ATF4, CLDN7, CYTH2, DDIT4, FTH1, LDHB, MCL1, SMN1/SMN2, TP53I3, UBE2S	Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism	Not displayed	MYC	Transcription regulator	Activation	2.156	3.13E-02
AP2A2, ATF4, DPM3, LRRFIP1	Cellular Compromise, Infectious Disease, Drug Metabolism	Supp. Fig. 7	STAT4	Transcription regulator	Activation	2	4.01E-02
ADIPOR2, FABP3, MIOX, STUB1	Carbohydrate Metabolism, Cell Cycle, Developmental Disorder	Supp. Fig. 16	Streptozocin	Chemical drug	Activation	1.98	3.46E-02

DEGs were clustered according to their predicted upstream regulators based on prior knowledge of expected regulation from the Ingenuity^®^ Knowledge Base.

How the deposited data were processed for this re-analysis (not part of the article)

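Gene expression was measured in 11 single blastocysts, 4 from ICSI BCB+, 3 from ICSI BCB- and 4 from mICSI BCB- oocytes, with 1 array per blastocyst and no pooling. Groups and replicate numbers were taken from the sample labels and the paper. The authors deposited the output of Feature Extraction for each 1-colour Agilent array, and the values used are intensities on a linear scale. The processed signal is the spot intensity after the authors' scanner software subtracted the background and removed spatial trends, with no normalisation between arrays. The deposited files also hold the median intensity of each spot and of its local background, and flags per spot, a score of 0 or 1, for signals well above background, saturated spots and outliers. The quantile normalisation and the percentile and flag filters that the paper names were applied by the authors after these files were made, and were repeated here.

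Control spots were left out, which left 43795 probes, each with a single spot per array. Probes with an outlier flag on any array, 42 in all, were also left out. The planned design did not mention these flags, and the alternative of keeping the probes was added after values had been seen. Signals were quantile normalised over the 11 arrays, set to at least 1 and converted to log2. Probes were kept where the signal was at or above the 20th percentile of the array and well above background in at least 3 arrays. The paper's text gives the filters but not the number of arrays, and 3 is the size of the smallest group, counted without regard to group. Each probe was fitted with limma (version 3.58.1 in R 4.3.3), with a mean per group over all arrays, which leaves 8 degrees of freedom for the spread of a probe before moderation across probes. The comparisons were ICSI BCB- against ICSI BCB+, mICSI BCB- against ICSI BCB+ and mICSI BCB- against ICSI BCB- blastocysts, and the F test over the 3 groups. Probes were counted at a Benjamini-Hochberg false discovery rate of 0.05, and at an unadjusted p under 0.01 with an absolute fold change over 2, the thresholds in the paper. For the F test the fold change could lie in any of the 3 pairs, since the paper's text does not name the pair. Separation of the groups was tested by a permutation test of the pseudo-F with 100000 resamples, and the similarity of group means by an exact permutation test over all 35 divisions of the ICSI blastocysts. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

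Normalisation to equal distributions removes any difference in the total amount of embryo RNA, and amplification of the RNA of a single blastocyst adds variation that 1 array per blastocyst cannot separate from differences between embryos. The spike-in RNA was used for an alternative scaling, from the 8 of its 10 sequences that were well above background and unsaturated on all arrays. A signal that was not well above background on any array of a group gives only a bound, for which the lowest signal well above background on each array of that group, or the probe's own signal where higher, was used.

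The rule for naming probes was set before the data were examined. It asked for the genes that the paper names, whose values in the paper's tables had been seen, for members of gene lists, and for the 3 highest and 3 lowest log2 fold changes per comparison among non-overlapping probes past the false discovery rate of 0.05. The files identify probes only by ID and do not pair them with genes, so the named genes, the gene lists and the networks were not analysed here, and of the probes under the last part of the rule only 2 that rose and 2 that fell are named. These 4 were chosen among the probes that met the rule after their values had been seen.

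Alternatives were 75th percentile scaling, scaling by the spike-in RNA, background correction by normexp with an offset of 50, other filters on dim probes, a floor of 10, the methods' t-test and ANOVA, a fit of only the groups compared, slide as a fixed or random block or within a single slide, the replicate number as a block, a prior with an intensity trend, and leaving out each array in turn. Normexp was planned on the mean spot intensity and was run on the median spot intensity, which is the column used here. The scripts were tested on simulated data in which 200 of the 33149 probes were changed. Each probe kept its mean and spread from the real arrays, with noise drawn independently for each probe and array. Of probes changed by a log2 value of 2, limma recovered 31.0% between ICSI BCB- and ICSI BCB+, 35.5% between mICSI BCB- and ICSI BCB+ and 22.0% between mICSI BCB- and ICSI BCB- blastocysts at the false discovery rate of 0.05, and of probes changed by a log2 value of 4 it recovered 68.0%, 70.0% and 71.5%. At the unadjusted threshold, 306, 304 and 288 unchanged probes were called in the simulations with a log2 change of 2. Independent noise leaves out that probes of an array vary together. These recovery rates and counts therefore test the scripts and do not describe the spread of counts on real arrays. Over the divisions of the real blastocysts the called counts ranged from 194 to 932, 174 to 606 and 150 to 754.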

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

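The weighing of detection for the flag was chosen after the result was seen. Within the mICSI BCB- group, replicate 4 stood apart from the others in its mean Pearson correlation with the arrays of its own group, which was 0.861, while the other mICSI arrays lay between 0.889 and 0.893. Its gap to the nearest array was 0.889 of the range of the group. This was the only 1 of 14 tests of the kind, made on 7 measures in 2 groups, that passed its limit, and chance alone passes it in about 1 in 20 groups. The paper also reports 1 mICSI blastocyst apart from its group in its principal component analysis. Of the mICSI arrays, replicate 4 had the fewest probes well above background, 59.4% against 62.9% to 69.8%, and the lowest 75th percentile of signal. A candidate explanation is therefore the lower detection on this array, through a weaker hybridisation. The paper's methods give a fixed mass of amplified RNA for labelling and hybridisation. A lower yield of amplified RNA would therefore not by itself put less RNA on the array. The same array had the lowest embryo signal relative to the spike-in RNA of its group, with a log2 value of -6.99 against -6.43 to -5.20, and an embryo with less RNA, of lower quality or at another stage, stays open as well, since detection and embryo RNA cannot be separated on 1 array. Slide 3 also held mICSI BCB- replicate 3, which did not stand apart. Without replicate 4 the separation of the groups was 1.19 (permutation p = 0.0264), and the difference between the correlations of the mICSI mean with the ICSI BCB+ mean and with the ICSI BCB- mean was -0.00075 in place of 0.00176, both within the spread between blastocysts.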

How the results depend on the processing

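All alternatives were set before the data were examined except the one that kept outlier-flagged probes, which moved no count of called probes by more than 2 (743, 540 and 332 probes in the pairs of groups and 601 across the 3 groups at the unadjusted threshold). The cause of a change was not tested unless stated.

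At the unadjusted threshold, the counts between ICSI BCB- and ICSI BCB+, between mICSI BCB- and ICSI BCB+ and between mICSI BCB- and ICSI BCB- blastocysts stayed within 1.5 times their values under 10, 11 and 11 of 13 alternatives, and that across the 3 groups under 10 of 11. Scaling by the spike-in RNA changed all 4, to 2290, 274, 936 and 1185, and the shared calls of the comparisons with ICSI BCB- blastocysts to 474. It moved the median log2 fold change of all probes from -0.09 to 1.04, from -0.01 to 0.17 and from 0.09 to -0.88. The methods' t-test gave 391, 321 and 200 at the methods' unadjusted threshold, with 33, 47 and 12 calls shared by the comparisons with ICSI BCB-, with ICSI BCB+ and with mICSI BCB- blastocysts, and its calls had 262, 274 and 120 probes in common with those of limma. Within 1 slide the count between ICSI BCB- and ICSI BCB+ blastocysts was 1259. The calls shared by the comparisons with mICSI BCB- blastocysts were 171 with slide as a block and 44 with spike-in scaling.

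Counts at the false discovery rate of 0.05 moved by more than 1.5 times under 9, 8 and 8 of 13 alternatives, and under 3 of 11 across the groups. Between ICSI BCB- and ICSI BCB+ blastocysts, 6 probes became 1 with 75th percentile scaling, with spike-in scaling, without the filter, with slide as a block and with a trended prior, 2 with normexp, 3 with only the groups compared and 0 within 1 slide. Between mICSI BCB- and ICSI BCB+ blastocysts, 6 became 1 with spike-in scaling and with a floor of 10, 12 with only the groups compared, and 0 with normexp, without the filter, with slide as a block and within 1 slide. Between mICSI BCB- and ICSI BCB- blastocysts, 2 became 1 with 75th percentile scaling, without the filter, with a floor of 10, with the methods' t-test, with slide as a block and with a trended prior, and 0 within 1 slide. The fits within 1 slide hold at most 2 blastocysts per group, and a single ICSI BCB- blastocyst against mICSI BCB-. Where limma called none, 4547, 2414 and 1230 probes within 1 slide had an unadjusted p under 0.05, and between mICSI BCB- and ICSI BCB+ blastocysts 2431 with normexp, 3298 without the filter and 2022 with slide as a block. After Benjamini-Hochberg adjustment, the methods' t-test called 5, 8 and 1 probes over all slides and shared 0, 2 and 0 of them with limma, and its ANOVA called 4. Across the 3 groups, 3 probes became 13 with the filter on every array of at least 1 group, which tests fewer probes and uses the group labels, 5 without the filter and 1 with slide as a block.

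The share of called probes that were higher in ICSI BCB- than in ICSI BCB+ blastocysts stayed above 50% under every alternative run, at 67.1% with 75th percentile scaling, 99.8% with spike-in scaling, 65.0% with the methods' t-test, 69.1% with only the groups compared, 70.2% with slide as a block and 65.9% with the replicate number as a block. Between mICSI BCB- and ICSI BCB+ blastocysts the share was 75.2% with spike-in scaling and 52.9% within 1 slide, and it reversed to 47.9% with slide as a block. Between mICSI BCB- and ICSI BCB- blastocysts it reversed to 52.0% with 75th percentile scaling, and was 35.4% with normexp, 1.60% with spike-in scaling, 33.5% with the methods' t-test and with only the groups compared, 30.1% with slide as a block and 26.2% within 1 slide, with a single ICSI BCB- array. Scaling by the 75th percentile or the spike-in RNA moves all probes of an array together, so the shares under it do not describe the called probes apart from that shift, and 75th percentile scaling took the median log2 fold change over all probes to -0.19, -0.01 and 0.17 in the pairs of groups.

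The separation of the groups, a pseudo-F of 1.19, passed 0.05 under 5 of 7 alternatives. It was 1.70 with spike-in scaling (permutation p = 0.0848), and its p was 0.0926 with labels exchanged within slides, where the pseudo-F is 1.19 by construction. The difference in similarity, 0.00176, stayed positive under 7 of 8 alternatives and was -0.0630 with the noise-corrected squared distance, which is on another scale. A positive sign is no measure of stability, because the divisions of the ICSI blastocysts into 4 and 3 give a mean of 0.00526. No setting gave a permutation p under 0.05. The range was from 0.40 to 0.886 under these alternatives and from 0.267 to 0.80 with each array left out. The 0.40, with the slide effect removed, is approximate, because that effect was estimated with the real groups in the fit. With an ICSI array left out, the remaining ICSI blastocysts allow too few divisions for a p under 0.05, so those fits could not have passed.

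With each array left out in turn, the counts at the unadjusted threshold ranged from 394 to 1032 between ICSI BCB- and ICSI BCB+, from 413 to 725 between mICSI BCB- and ICSI BCB+ and from 241 to 782 between mICSI BCB- and ICSI BCB- blastocysts, from 426 to 959 across the 3 groups, and for the shared calls from 77 to 431 in the comparisons with ICSI BCB-, from 108 to 272 in those with ICSI BCB+ and from 43 to 100 in those with mICSI BCB- blastocysts. The 272 came without ICSI BCB+ replicate 1, and the shared calls of the comparisons with mICSI BCB- blastocysts were 44 without ICSI BCB- replicate 1 and 43 without ICSI BCB- replicate 2. At the false discovery rate of 0.05 they ranged from 0 to 80, 0 to 9, 0 to 50 and 0 to 61. The highest of these in the comparisons with ICSI BCB- blastocysts and across the groups came without ICSI BCB- replicate 3, after which the remaining ICSI BCB- arrays, the brightest of the study, lie on slide 2. Without ICSI BCB- replicate 3 the counts at the unadjusted threshold were 1032, 782 and 959 and at the false discovery rate 80, 50 and 61. Without ICSI BCB- replicate 2 the count between ICSI BCB- and ICSI BCB+ blastocysts was 394, and no probe passed the false discovery rate in any comparison, where 1998, 2273, 1214 and 1877 had an unadjusted p under 0.05. None passed between ICSI BCB- and ICSI BCB+ blastocysts without ICSI BCB- replicate 1 (2292 with an unadjusted p under 0.05), or between mICSI BCB- and ICSI BCB+ blastocysts without mICSI BCB- replicate 2 (2157). Each of the 11 arrays, when left out, moved the count at the false discovery rate between ICSI BCB- and ICSI BCB+ blastocysts by more than 1.5 times, as did 7, 9 and 6 of them in the other pairs and across the groups. The shares of higher probes ranged from 66.1% to 76.1%, from 54.2% to 67.4% and from 31.5% to 49.3%. The pseudo-F ranged from 1.05 to 1.24, with a permutation p from 0.0100 to 0.277. The difference in similarity ranged from -0.00815 to 0.0187, and reversed without ICSI BCB+ replicate 1 (-0.00550), replicate 2 (-0.00258) and replicate 3 (-0.00815) and without mICSI BCB- replicate 4 (-0.00075). Leaving out an ICSI array also shifts the mean over the divisions, so part of these moves may come from the group sizes alone.

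The replicate numbers do not pair the arrays. Deviations from the group means had a mean correlation of 0.0098 over the 10 pairs of arrays with the same number, from -0.0833 to 0.0811, and of -0.0032 over the other pairs. With the replicate number as a block, 694, 608 and 358 probes passed the unadjusted threshold in the pairs of groups and 548 across the groups, 118 were shared by the comparisons with ICSI BCB- blastocysts, and 2, 0, 1 and 2 passed the false discovery rate, where 2438 probes between mICSI BCB- and ICSI BCB+ blastocysts had an unadjusted p under 0.05. With slide as a random block, the correlation within slides was -0.0235 and no count moved by more than 1.5 times.

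EMPV1_40508 kept an adjusted p under 0.05 under 11 of 13 alternatives in both comparisons, with log2 fold changes from 3.12 to 8.04 against ICSI BCB+ blastocysts (adjusted p from 5.6e-05 to 0.13) and from -7.48 to -3.09 in mICSI BCB- against ICSI BCB- blastocysts (adjusted p from 7.0e-05 to 1). The filter removes it when an ICSI BCB- array is left out, because it is well above background on 3 arrays only, so its call was not tested there, and it passed in each of the 8 other fits with an array left out. EMPV1_17627 passed 0.05 under 3 of 13 alternatives in ICSI BCB- and 6 of 13 in mICSI BCB- against ICSI BCB+ blastocysts, and EMPV1_06422 and EMPV1_41645 each under 4 of 13, all with their sign kept. With each array left out in turn, the adjusted p of EMPV1_17627 in ICSI BCB- against ICSI BCB+ blastocysts and those of EMPV1_06422 and EMPV1_41645 were under 0.05 in 1 of 11 fits, the one without ICSI BCB- replicate 3, and reached 0.33, and that of EMPV1_17627 in mICSI BCB- against ICSI BCB+ blastocysts was under 0.05 in 6 of 11 and reached 0.15. Signal over background limits the fold changes of dim probes. In 74, 74 and 62 of the probes called between the pairs of groups, the lower group was not well above background on any array. The gene list tests and the alternative for them could not be run, because the files do not pair probes with genes.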

Differences from the paper's values

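The paper's counts are of genes called by its unpaired t-test and ANOVA, and the values here are of probes called by limma. In the comparison of mICSI BCB- with ICSI BCB- blastocysts at a false discovery rate of 0.05, the paper's count is 1 and the value here is 2. The count was 1 with 75th percentile scaling, without the filter, with a floor of 10, with the methods' t-test, with slide as a block, with the replicate number as a block, with a trended prior, and without ICSI BCB+ replicate 1, 3 or 4 or mICSI BCB- replicate 1 or 2. It was not within 1.5 times the paper's with normexp, spike-in scaling, the filter on every array of at least 1 group, only the groups compared, slide as a random block or 1 slide, or without any other array.

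Across the 3 groups at the same rate, the paper's count is 6 and the value here is 3. Normexp (4), no filter (5), the methods' ANOVA (4), and leaving out ICSI BCB+ replicate 2 (4), ICSI BCB+ replicate 3 (4) or mICSI BCB- replicate 4 (6) came within 1.5 times the paper's count, and the other alternatives set before the data were examined did not.

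At an unadjusted p under 0.01 and a fold change over 2, the paper's counts are 378 between ICSI BCB- and ICSI BCB+, 311 between mICSI BCB- and ICSI BCB+ and 192 between mICSI BCB- and ICSI BCB- blastocysts and 309 across the 3 groups, and the values here are 741, 538, 332 and 600. With the methods' t-test and ANOVA, the tests that the paper's methods state, the counts were 391, 321, 200 and 429, within 1.5 times the paper's in each case. The other alternatives that came within 1.5 times the paper's count were, between ICSI BCB- and ICSI BCB+ blastocysts, leaving out ICSI BCB+ replicate 4 (508), ICSI BCB- replicate 1 (516) or ICSI BCB- replicate 2 (394), between mICSI BCB- and ICSI BCB+ blastocysts, normexp (455), spike-in scaling (274) and leaving out ICSI BCB+ replicate 4 (413) or mICSI BCB- replicate 2 (445), between mICSI BCB- and ICSI BCB- blastocysts, normexp (263) and leaving out ICSI BCB- replicate 2 (241), and across the 3 groups, leaving out ICSI BCB+ replicate 4 (426) or ICSI BCB- replicate 2 (428). The remaining alternatives set before the data were examined did not.

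The overlaps of the paper's calls are about 33 for the comparisons with ICSI BCB-, about 47 for those with ICSI BCB+ and about 13 for those with mICSI BCB- blastocysts in Fig. 4c, read by eye, and the values here are 91, 155 and 70. The methods' t-test gave 33, 47 and 12, and no other alternative came within 1.5 times the paper's values.

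The paper states that replicates clustered by group in its principal component analysis, except for an mICSI blastocyst. Here, on principal component 2, the ICSI BCB+ arrays had scores from -3.84 to 185, above all BCB- arrays, which lay between -70.2 and -20.2. The scores of the ICSI BCB- and mICSI BCB- arrays overlapped on that component, and all groups overlapped on components 1 and 3. Correlation over all kept probes is another measure. By it, the most similar array belonged to another group for 3 of the 4 ICSI BCB+ arrays and 1 of the 3 ICSI BCB- arrays. All 4 mICSI BCB- arrays were most similar to one of their own group, but replicates 1 and 3 correlated less on average with that group than with the others. The separation of the groups had a permutation p of 0.0274. The paper also states a greater similarity of mICSI BCB- to ICSI BCB+ than to ICSI BCB- blastocysts, and here the correlations of the group means differed by 0.00176, less than the mean of 0.00526 over the divisions of the ICSI blastocysts into 4 and 3 (exact permutation test, p = 0.60), so the difference does not place the mICSI mean nearer to either group.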

Other observations

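The test of the brightness of the ICSI BCB- arrays and the comparison of the embryo signal with the spike-in RNA were chosen only after the results were seen.

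Other divisions of the same blastocysts into groups of the same sizes were fitted in the same way. Of 35 divisions, counts as large as the real one at the unadjusted threshold were found in 3 for ICSI BCB- against ICSI BCB+, in 4 for mICSI BCB- against ICSI BCB+ and in 12 for mICSI BCB- against ICSI BCB- blastocysts, the real one included, so chance cannot be excluded for any of these counts. At the false discovery rate of 0.05 the numbers were 8, 1 and 19 of 35, so no other division reached the count only in the comparison of mICSI BCB- with ICSI BCB+ blastocysts. In that comparison no probe passed with slide as a block (2022 with an unadjusted p under 0.05) or with the replicate number as a block (2438). Across the 3 groups, 4 of 100 divisions drawn reached the count at the unadjusted threshold, and 33 of 100 reached that at the false discovery rate. Each of these 8 shares was taken alone, with no correction for their number, and 1 of 35 is the smallest that could be found. The divisions also exchange blastocysts across slides. The lowest shares, 1 of 35 and 4 of 100, therefore argue only weakly against chance, do not exclude it and do not concern the slide. The median over the divisions was 315, 298, 271 and 320 probes at the unadjusted threshold. The division that follows the slides gave 462 probes for ICSI BCB- and ICSI BCB+ blastocysts and 298 for mICSI BCB- and ICSI BCB+ blastocysts, fewer than the real 741 and 538, with 3 and 0 at the false discovery rate against the real 6 in each. For mICSI BCB- and ICSI BCB- blastocysts it gave 386, more than the real 332, and 2 at the false discovery rate, as many as the real division, where slide as a block gave 459 and 1. Slide 3 alone gave 294, with a single ICSI BCB- array. Across the 3 groups the division by slide gave 557 and 5, against 711 and 1 with slide as a block.

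The slide was weighed as an explanation for the separation of the arrays by group. Arrays did not separate by slide (permutation p = 0.414), but the separation by group did not pass 0.05 when labels were exchanged within slides, so with 3 slides the part of the slide cannot be told apart from that of the group. With the slide effect removed, the correlation of the mICSI mean with the ICSI BCB+ mean exceeded that with the ICSI BCB- mean by 0.00892, within the range of the divisions of the ICSI blastocysts, so an effect of slide cannot be told apart either. For the similarity itself, 21 of 35 divisions lay as far from the mean of all divisions, so chance cannot be excluded.

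The 91 probes shared by the comparisons with ICSI BCB- blastocysts were set against groups simulated without any change, in which 39 of 100 simulations shared as many. In these simulations, sharing the same ICSI BCB- arrays was enough to give an overlap of this size. Their called counts spread more widely than those over divisions of the real blastocysts, so the 39 is only a rough measure of chance. A set of probes changed in ICSI BCB- blastocysts alone stays open. The 155 probes shared by the comparisons with ICSI BCB+ blastocysts were reached in 8 of the simulations, and the 70 shared by those with mICSI BCB- blastocysts in 34.

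Large fold changes of single probes may come from amplification and hybridisation noise or from differences between embryos. With each array centred on the mean of its spike-in RNA, the standard deviation of the spike-in RNA between blastocysts of a group had a median percentile of 7.24 among embryo probes of like brightness, over 8 sequences. Without that centring it exceeded the median of those embryo probes for 5 of the 8. This does not decide, because each blastocyst was measured once and the spread between single embryos includes both, so they cannot be told apart.

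More of the probes called between ICSI BCB- and ICSI BCB+ blastocysts were higher than lower, and ICSI BCB- replicates 1 and 2 were the brightest arrays. Without both of these arrays, 65.2% of 414 called probes were higher, a value that rests on 1 array in the ICSI BCB- group, whose spread is taken from the other groups. The part of the bright arrays cannot be told apart from that of the group with 1 array left. Without replicate 1 alone the share was 66.1%, and without replicate 2 alone 69.8%.

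The embryo signal relative to the spike-in RNA, as the log2 ratio of the 75th percentile to the mean spike-in signal, was -4.92 ± 0.59 (SD, n = 3) in ICSI BCB-, -6.15 ± 0.37 (SD, n = 4) in ICSI BCB+ and -5.98 ± 0.88 (SD, n = 4) in mICSI BCB- blastocysts. It was higher in every ICSI BCB- than in every ICSI BCB+ blastocyst by a mean of 1.23 (two-sided exact permutation test, p = 0.0286, the smallest that 3 against 4 allow, and 0.0857 after Benjamini-Hochberg adjustment over 3 comparisons), so the difference does not pass the correction. Given the p of the other comparisons, even this complete separation could not have passed, so the adjusted value does not decide. Between mICSI BCB- and ICSI BCB+ blastocysts the difference was 0.18 (exact permutation p = 0.743), and between mICSI BCB- and ICSI BCB- blastocysts -1.05 (exact permutation p = 0.20). On slide 2, the ICSI BCB- arrays had -4.31 and -4.99 and the ICSI BCB+ arrays -6.11 and -6.67, and on slide 3 the ICSI BCB- array had -5.48 and the mICSI BCB- arrays -5.29 and -6.99. The main text of the paper does not report this ratio, and its supplement was not used here. No biological explanation was tested.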
